# Cardiomyocyte microRNA-150 confers cardiac protection and directly represses proapoptotic small proline–rich protein 1A

**DOI:** 10.1172/jci.insight.150405

**Published:** 2021-09-22

**Authors:** Tatsuya Aonuma, Bruno Moukette, Satoshi Kawaguchi, Nipuni P. Barupala, Marisa N. Sepúlveda, Christopher Corr, Yaoliang Tang, Suthat Liangpunsakul, R. Mark Payne, Monte S. Willis, Il-man Kim

**Keywords:** Cardiology, Cell Biology, G protein&ndash;coupled receptors, Heart failure, Noncoding RNAs

## Abstract

MicroRNA-150 (miR-150) is downregulated in patients with multiple cardiovascular diseases and in diverse mouse models of heart failure (HF). miR-150 is significantly associated with HF severity and outcome in humans. We previously reported that miR-150 is activated by β-blocker carvedilol (Carv) and plays a protective role in the heart using a systemic miR-150 KO mouse model. However, mechanisms that regulate cell-specific miR-150 expression and function in HF are unknown. Here, we demonstrate that potentially novel conditional cardiomyocyte–specific (CM-specific) miR-150 KO (miR-150 cKO) in mice worsens maladaptive cardiac remodeling after myocardial infarction (MI). Genome-wide transcriptomic analysis in miR-150 cKO mouse hearts identifies small proline–rich protein 1a (*Sprr1a*) as a potentially novel target of miR-150. Our studies further reveal that *Sprr1a* expression is upregulated in CMs isolated from ischemic myocardium and subjected to simulated ischemia/reperfusion, while its expression is downregulated in hearts and CMs by Carv. We also show that left ventricular *SPRR1A* is upregulated in patients with HF and that *Sprr1a* knockdown in mice prevents maladaptive post-MI remodeling. Lastly, protective roles of CM miR-150 are, in part, attributed to the direct and functional repression of proapoptotic *Sprr1a*. Our findings suggest a crucial role for the miR-150/SPRR1A axis in regulating CM function post-MI.

## Introduction

Modulation of microRNA (miR) activity in the heart is an important mechanism that underlies the pathogenesis of heart failure (HF) (1–5). Intriguingly, clinical trials using potentially novel miR therapies are underway for other diseases (6–9) and more recently for HF (e.g., NCT04045405; ClinicalTrials.gov). The circulating or cardiac miR–150-5p (hereafter referred to as miR-150) is downregulated in patients with multiple cardiovascular diseases (CVDs) such as acute myocardial infarction (AMI), atrial fibrillation, dilated cardiomyopathy (DCM), and ischemic cardiomyopathy (10–13), as well as in various mouse models of HF (MI, transverse aortic constriction [TAC], and ischemia/reperfusion [I/R] injury) (14–16). miR-150 is highly conserved and is significantly associated with HF severity and outcome in humans (17). We previously reported that miR-150 is upregulated by the β-blocker carvedilol (Carv) acting through the β-arrestin1–biased β_1_-adrenergic receptor (β_1_AR; receptor found mainly in cardiomyocytes [CMs]) cardioprotective signaling (18). Using a systemic miR-150 KO mouse model, we also showed that β_1_AR/β-arrestin1–responsive miR-150 plays a protective role in the heart (14). Collectively, previous data from both human and rodent studies establish the strong clinical relevance, as well as potential diagnostic, prognostic, and therapeutic applications of miR-150. However, the extent to which expression of miR-150 selectively in CMs regulates MI is unknown, and there is a lack of mechanistic insight by which CM miR-150 modulates cardiac protection.

Small proline–rich protein 1a (SPRR1A) is a stress-inducible protein and is highly conserved in vertebrates. SPRR1A is a substrate of transglutaminase (TGASE) I/II–catalyzed reactions in the formation of the keratinocyte envelope (19). Previous studies linked TGASE II to HF (20, 21) and apoptosis in noncardiac cells (22, 23), suggesting a possible role of SPRR1A as a substrate for TGASE II in the heart. Adenovirus-mediated ectopic overexpression of *Sprr1a* induces the degree of fibrosis, indicated by Masson’s trichrome staining of mouse hearts after TAC (24). In contrast, ectopic overexpression of *Sprr1a* protects CMs and isolated hearts against 2-deoxyglucose and ex vivo I/R (24). Moreover, ectopic *Sprr1a* overexpression does not affect CM survival after reactive oxygen species treatment or serum deprivation (24). This previous report suggests both potential stress/context-dependent effects of *Sprr1a* and the requirement of more physiologically relevant loss-of-function studies to define the exact role of *Sprr1a* in the heart. Interestingly, a previous immunohistochemical study in mouse hearts showed that SPRR1A is upregulated in CMs responding to TAC (24). However, it is unknown whether Carv-responsive miR-150 regulates *Sprr1a* in the heart and whether *Sprr1a* contributes to cardiac pathology.

Using potentially novel mouse models, we demonstrate here that the expression of miR-150 is higher in CMs than other myocardial cells, and conditional CM-specific miR-150 KO (miR-150 cKO) mice enhance cardiac dysfunction, stress, fibrosis, and apoptosis after MI without affecting mortality; transcriptome profiling in miR-150 cKO mice identifies *Sprr1a* as a direct and functional target of CM miR-150; and the hearts of *Sprr1a*-hypomorphic mice are protected against MI. We also show that the expression of *Sprr1a* is upregulated in CMs isolated from ischemic myocardium but is downregulated in hearts and CMs by Carv; cardiac *SPRR1A* is upregulated in patients with HF with reduced ejection fraction (HFrEF), which is inversely associated with the expression of miR-150. Lastly, we demonstrate that miR-150 in CMs plays a protective role, in part, by the direct functional repression of proapoptotic *Sprr1a*. Therefore, the miR-150/SPRR1A dyad may represent a novel therapeutic target for ischemic cardiac injury.

## Results

### CM-specific miR-150 deletion augments cardiac dysfunction and remodeling after MI.

To evaluate in vivo roles of CM miR-150 in cardiac stress, we generated a potentially novel miR-150^fl/fl^ mouse line and established CM-specific miR-150 cKO mice by breeding miR-150^fl/fl^ mice with αMHC-Cre mice (Supplemental Figure 1, A–D; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.150405DS1). We first observe that isolated CMs from miR-150 cKO mice have significantly reduced miR-150 levels compared with CMs from miR-150^fl/fl^ mice (Supplemental Figure 2A). However, miR-150 expression in non-CM cell types is comparable between miR-150^fl/fl^ and miR-150 cKO (Supplemental Figure 2, B–D), suggesting CM-specific cKO. Notably, the expression of miR-150 is relatively higher in CMs than other myocardial cells (Supplemental Figure 3). We next show that miR-150 cKO mice have normal cardiac function at baseline (Supplemental Table 2 and Figure 1, A–E).

Despite the normal cardiac function at baseline, miR-150 cKO mice respond differently to ischemic cardiac injury. MI induced by permanent ligation of the left anterior descending (LAD) results in a significant worsening of cardiac function at 3 days, which is indicated by decreased ejection fraction (EF) and fractional shortening (FS) (Supplemental Table 3). miR-150 cKO mice also display impaired cardiac function at 2 weeks after MI, which is shown by a significant decrease in EF, FS, and diastolic anterior wall thickness, as well as a significant increase in end diastolic volume (EDV), end systolic volume (ESV), diastolic interior diameter, and systolic interior diameter (Supplemental Table 4). MI also causes augmented cardiac dysfunction in miR-150 cKO mice at 4 weeks, as evidenced by a significant decrease in EF, FS, and diastolic anterior wall thickness, as well as a significant increase in ESV and systolic interior diameter (Figure 1, A–E, and Supplemental Table 5). In contrast, miR-150^fl/fl^ controls show less functional impairment at 3 days (Supplemental Table 3), 2 weeks (Supplemental Table 4), and 4 weeks following MI (Figure 1, A–E, and Supplemental Table 5). Our morphometric data also show that miR-150 cKO mice have a significant increase in the ratio of left ventricle weight/body weight (LVW/BW) at 4 weeks after sham and MI, when compared with miR-150^fl/fl^ controls (Figure 1F and Supplemental Table 5). However, miR-150 cKO mice do not exhibit an increase in mortality after MI (Supplemental Tables 2–5: see *n* for animal numbers per each group at days 0 and 3, and at weeks 2 and 4 after MI), which was distinct from our systemic miR-150 KO mice with a significant increase in mortality after AMI due to inflammatory response and cardiac rupture (14).

We also find that miR-150 cKO hearts exhibit more loss of normal architecture and cellular integrity (Figure 2A), which is consistent with increased mRNA levels of fetal *Acta1* (Figure 2B) after 4 weeks of MI compared with miR-150^fl/fl^ MI hearts. To further investigate the response of miR-150 cKO mice to MI, we assessed the degree of fibrosis using Masson’s trichrome staining of the hearts at 4 weeks after MI. We found small regions of fibrosis in miR-150^fl/fl^ hearts, while miR-150 cKO hearts contained significantly larger fibrotic areas (Figure 2, C and D). Our data further show that miR-150 cKO MI hearts had increased expression of fibrotic *Ctgf* (Figure 2E), as compared with miR-150^fl/fl^ controls. We next examined whether impaired cardiac inflammatory cell response may contribute to the disorganized structure and increased fibrosis in miR-150 cKO MI hearts. Notably, the expression of inflammatory *Il6* and *Tnfa* is comparable between miR-150^fl/fl^ and miR-150 cKO groups (Figure 2F and Supplemental Figure 4). These results were distinct from ones observed in our systemic miR-150 KO mice (14). These data are consistent with no increase in post-MI mortality observed in miR-150 cKO mice (Supplemental Tables 2–5: see *n* for animal numbers per each group from day 0 to week 4 after MI). Lastly, we examined evidence of apoptosis and found that miR-150 cKO MI hearts had significantly elevated numbers of TUNEL^+^ cells (Figure 3, A and B) and cleaved caspase 3^+^ cells (Figure 3, C and D) compared with miR-150^fl/fl^ MI hearts. Our data further show that miR-150 cKO MI hearts had increased mRNA levels of apoptotic *p53* (Figure 3E) compared with miR-150^fl/fl^ MI hearts. Collectively, these results demonstrate that selective knockdown of miR-150 in CMs increases the diverse cardiac structural and functional abnormalities associated with post-MI remodeling.

### CM miR-150 regulates the expression of a relatively small number of cardiac genes after MI involved in adrenergic signaling, DCM, and hypertrophic cardiomyopathy.

To identify potentially novel miR-150 targets, we performed transcriptome profiling of mouse left ventricles (LVs). LV tissues from 8- to 12-week-old miR-150^fl/fl^ and miR-150 cKO mice subjected to sham or MI were interrogated at 4 weeks after MI. 

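Left ventricular RNA from 12 mice, 3 in each of the 4 groups, was labelled with the dye Cy3 and hybridized to 1-colour Agilent arrays, 1 array per mouse. Each group held 1 male and 2 females, and the sample labels give ages of 13 to 15 weeks. The authors deposited the brightness of each spot from the scanner's software after subtraction of the local background, and a table of log2 values that they had normalized between arrays. The spot brightness was used here on the log2 scale, with the 75th percentile of each array subtracted. Of 60819 probes, 54232 were well above background on at least 3 of the 12 arrays and were tested with limma in a single fit of the 4 group means. Transcripts with a fold difference of at least 1.5 and an unadjusted p under 0.05 are called past the limits, and p values adjusted by the Benjamini-Hochberg method are given as adjusted. With 3 mice against 3, an exact permutation test cannot give a p below 0.1. Gene names came from matching the fold and p value of each entry of Supplemental Table 6 to the deposited values, which named 892 probes. The scans divide the arrays between 2 slides. Slide 1 held the 3 MI miR-150 cKO arrays and 1 MI miR-150 fl/fl array, and slide 2 held the other 8, so genotype after MI is nearly the same split as slide. Taking slide as a block leaves the comparison of MI miR-150 cKO with MI miR-150 fl/fl as 3 arrays against 1. On slide 2, the sham miR-150 cKO array in row 1 had 90.3% of probes well above background, and those in row 2 had 74.1% and 76.1%.

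**Figure D1:**
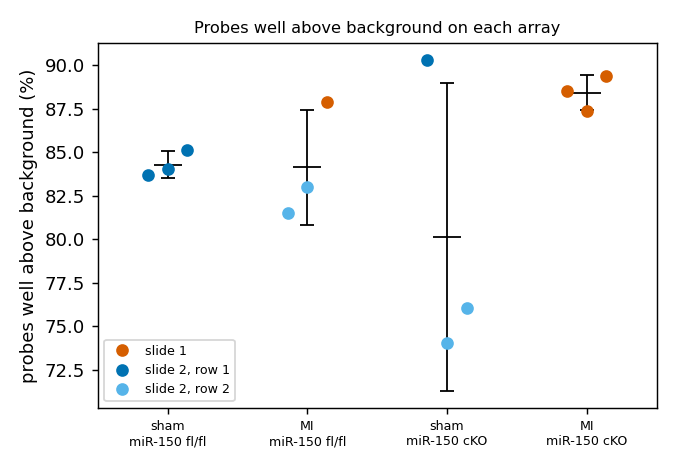
Share of probes well above background in percent (vertical axis) on each of the 12 arrays by group, coloured by slide and row. Bars show the mean and SD of 3 arrays. The sham miR-150 cKO arrays of row 2 on slide 2 sit at 74.1% and 76.1%, below the other 10.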

Among 24,881 mouse genes that we profiled, 80 genes were significantly upregulated (Supplemental Figure 5A and Supplemental Table 6; see up_Group2_vs_Group1 sheet), and 54 genes were significantly downregulated (Supplemental Figure 5A and Supplemental Table 6; see down_Group2_vs_Group1 sheet) in sham miR-150 cKO compared with sham miR-150^fl/fl^. 

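In sham miR-150 cKO compared with sham miR-150 fl/fl, 345 transcripts were higher and 1148 were lower past the limits among the 54232 tested, which include noncoding ones. None had an adjusted p under 0.05 in limma (0 transcripts, with 4976 at an unadjusted p under 0.05). The unpaired 2-tailed test of the paper's statistics section also gave 0 adjusted calls, and limma on the authors' deposited values gave 1. Of the higher transcripts, 237 had every miR-150 cKO array above every miR-150 fl/fl array, and of the lower transcripts 623 had every miR-150 cKO array below. Without the limits, chance separates 3 arrays from 3 in one or the other direction in 10% of transcripts, but the limits themselves favour separated transcripts, so 10% is no reference for these counts. The share of higher transcripts was 23.1%, and 37.2% after quantile normalization, with 453 higher and 766 lower. As a ratio, the lower count moved most with slide and row of the array as a block, an alternative chosen after seeing the data, to 167, an estimate that rests on 1 sham miR-150 cKO array. Without sham miR-150 cKO replicate 2, the male of its group, the counts were 444 higher and 433 lower, in a fit no longer balanced in sex. Without replicate 1 the lower count was 3369. The adjusted calls were 302 without that array and 5 with slide and row as a block. Only 79 of the 80 entries of the higher sheet of Supplemental Table 6 are held here, and 58 of these were past the limits, as were 46 of the 54 lower entries. The 58 became 37 without sham miR-150^fl/fl replicate 1, 33 with the normexp background correction and 75 after quantile normalization. The sheets were chosen on the authors' values of these arrays, whose quartiles are equal as after quantile normalization. High counts of entries there are no independent check. Of the higher transcripts with a name, 1500015O10Rik, Postn and Mup15 were picked by their fitted fold among those whose groups did not overlap. The log2 difference was 2.92 for 1500015O10Rik, which was well above background on 1 of 3 sham miR-150 fl/fl arrays and had 1.06 with the normexp background correction, and 2.63 for Postn. Mup15 was well above background on 0 of 3 sham miR-150 fl/fl arrays and 2 of 3 sham miR-150 cKO arrays, and was at least 3.66-fold higher, or at least 1.81-fold without sham miR-150 cKO replicate 3. The first bound, 1.87 on the log2 scale, is below the difference of 2.33 of Nppb, which was well above background on all of these arrays, so the rank of Mup15 is not known, and Mup15 was not past the limits in 10 of 23 alternatives. Olfr514, Zfp26 and Mrps2 had log2 differences of -2.66, -1.75 and -1.67, each well above background on 1 of 3 sham miR-150 cKO arrays. These sizes depend on the treatment of dim signals, since with normexp the differences were -0.79, -0.27 and -0.43, the last 2 not past the limits.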

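After MI in miR-150 fl/fl mice compared with sham, 478 transcripts were higher and 198 lower past the limits. In limma 0 had an adjusted p under 0.05, with 2288 at an unadjusted p under 0.05. Quantile normalization and the authors' values each gave 1 adjusted call, and the unpaired 2-tailed test gave 0. The groups did not overlap in 359 of the higher and 132 of the lower transcripts, which the limits favour (10% by chance without them). The higher sheet of Supplemental Table 6 is held here with 103 of its 104 entries, of which 97 were past the limits. Of the 35 lower entries, 25 were. The latter count was 13 without sham miR-150^fl/fl replicate 1, 6 with normexp and 29 after quantile normalization. Without sham miR-150 fl/fl replicate 2 the higher count was 1396, and without replicate 1 it was 266. Mup15, Mup16 and Cthrc1 were picked upward in the same way. Mup15, with 0 of 3 sham miR-150 fl/fl arrays well above background, was at least 12.6-fold higher, and at least 5.84-fold without MI miR-150 fl/fl replicate 2. Mup16 was higher by 3.81 and Cthrc1 by 3.48 on the log2 scale, with 2 of 3 and 1 of 3 sham arrays well above background. The difference of Mup16 was 2.75 without the same MI array, and with normexp those of Mup16 and Cthrc1 were 2.06 and 1.67. Downward, the log2 difference was -2.09 for Olfr514, with 1 of 3 MI arrays well above background, -1.56 for Dnah7b and -1.30 for Pdk4. With normexp these differences were -0.71, -0.71 and -1.32.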

We also find that 104 genes are significantly upregulated (Supplemental Figure 5B and Supplemental Table 6; see up_Group3_vs_Group1 sheet), and 35 genes were significantly downregulated (Supplemental Figure 5B and Supplemental Table 6; see down_Group3_vs_Group1 sheet) in MI miR-150^fl/fl^ compared with sham miR-150^fl/fl^. In addition, 335 genes were significantly upregulated, and 397 genes were significantly downregulated (Supplemental Figure 5C) in MI miR-150 cKO compared with sham miR-150 cKO. 

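In this comparison 2495 transcripts were higher and 951 lower past the limits, and 1139 had an adjusted p under 0.05 in limma. The groups did not overlap in 1917 of the higher and 870 of the lower transcripts, against 10% by chance for transcripts not selected by the limits. All 3 MI miR-150 cKO arrays were on slide 1 and all 3 sham miR-150 cKO arrays on slide 2. With slide as a block, which the MI miR-150 fl/fl arrays alone make possible, there were 22 adjusted calls, of which 1 was among the 1139, and without MI miR-150 cKO replicate 2 there were 0. The unpaired 2-tailed test gave 0 adjusted calls, with 10118 at an unadjusted p under 0.05. Leaving out MI miR-150 cKO replicate 3 or sham miR-150 cKO replicate 2 or 3 also gave 0 in limma. The count went up to 4037 without sham miR-150 cKO replicate 1, 3343 with normexp and 1938 after quantile normalization. The share of higher transcripts was 72.4% and moved to 55.1% after quantile normalization, with 1677 higher and 1365 lower. Zfp26 was higher by 1.83 on the log2 scale, with 1 of 3 sham arrays well above background and 0.20 with normexp, not past the limits, and Fn1 by 1.58. Lrrc15, with 0 of 3 sham arrays well above background, was at least 1.37-fold higher, or at least 1.12-fold without MI miR-150 cKO replicate 2. Moxd2, Zfp668 and Runx2 had log2 differences of -1.21, -1.15 and -1.15.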

Lastly, we observed that 427 genes were significantly upregulated (Supplemental Figure 5D and Supplemental Table 6; see up_Group4_vs_Group3 sheet), and 265 genes were significantly downregulated (Supplemental Figure 5D and Supplemental Table 6; see down_Group4_vs_Group3 sheet) in MI miR-150 cKO compared with MI miR-150^fl/fl^.

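For the same comparison, 1873 transcripts were higher and 712 lower past the limits here. In limma 1 transcript had an adjusted p under 0.05, the lowest being 0.0129, with 9111 at an unadjusted p under 0.05. The unpaired 2-tailed test gave 0, and limma after the normexp background correction gave 2400, the largest shift of this count. The groups did not overlap in 1696 of the higher and 646 of the lower transcripts, where transcripts not selected by the limits would do so in 10% by chance. Of the entries of Supplemental Table 6, 363 of 427 higher and 175 of 265 lower ones were past the limits, and all of them had the direction listed. The entries were chosen on these same arrays, so their direction is no independent result. With slide as a block, 143 of the higher and 74 of the lower entries were past the limits, and in the whole array 625 transcripts were higher and 762 lower. The share of higher transcripts, 72.5%, was 62.4% after quantile normalization, with 1661 higher and 1000 lower, and 45.1% with slide as a block. Without MI miR-150 fl/fl replicate 2 the higher count was 946. Myh7 had the largest named increase, a log2 difference of 3.27 and 3.33 with the block. Rhot1, measured in 2 MI miR-150 cKO arrays, and Prg4 were higher by 2.22 and 1.92, and Rhot1 was not past the limits in 6 of the 12 fits that left out an array. Mup15, Mup16 and Adipoq had the largest named decreases, with log2 differences of -3.56, -2.93 and -2.91. Without MI miR-150 fl/fl replicate 2 these were -2.46, -1.87 and -2.24, and that of Mup16 was not past the limits.

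**Figure D2:**
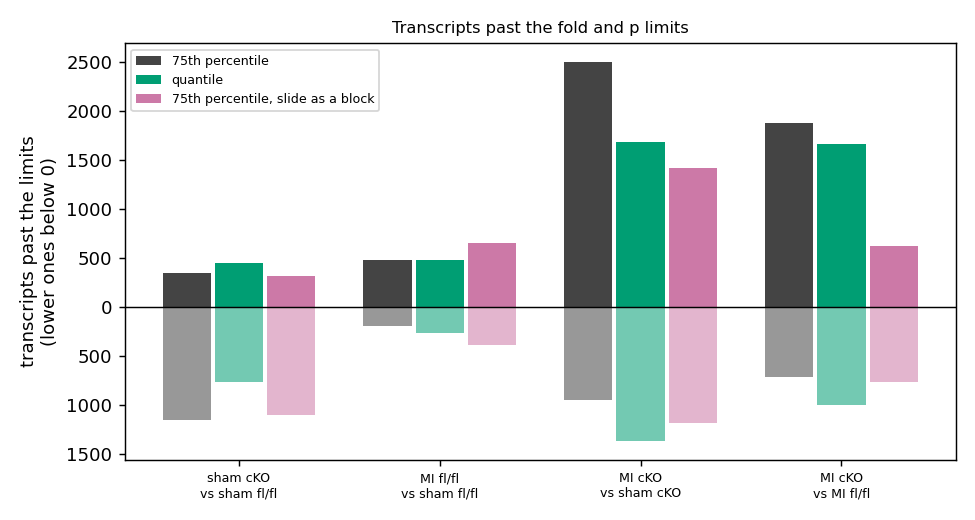
Number of transcripts past the limits (vertical axis, lower ones drawn below 0) in the 4 comparisons, scaled to the 75th percentile, by quantiles, or to the 75th percentile with slide as a block. The higher count in MI miR-150 cKO against MI miR-150 fl/fl is 1873, 1661 and 625 in that order.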

To identify the functional roles of differentially regulated genes observed in miR-150 cKO, we then classified differentially expressed genes by the Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathway classification system. Our signaling pathway analysis in sham miR-150 cKO compared with sham miR-150^fl/fl^ demonstrates that upregulated genes are related to Relaxin signaling pathway and extracellular matrix–receptor (ECM-receptor) interaction (Supplemental Figure 6A). 

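The pathway lists of the classification were not used here, and lists of genes chosen by symbol stood in for the terms. No enrichment was computed on the sheet, which is held here only in part. Its ECM-receptor members were Col1a1, Col1a2 and Sdc1, with a median log2 difference of 0.70, and 2 of 3 were past the limits. Its Relaxin members were Col1a1, Col1a2, Nos1 and Sos1, with a median of 0.63 and 2 of 4 past the limits. The pair of collagen genes is in both lists.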

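Among the transcripts listed as higher in MI miR-150 fl/fl than in sham miR-150 fl/fl, Col1a1, Col1a2, Comp, Fn1 and Sdc1 belonged to the ECM-receptor list. Their median log2 difference was 1.37, from 0.78 to 1.65, and all 5 were past the limits. Of the Relaxin list, Col1a1, Col1a2, Col3a1, Pik3cb and Sos1 were on the sheet, with a median of 0.98, and Pik3r1 was on the lower sheet with a log2 difference of -0.79, not past the limits.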

We also found that the top canonical signaling pathways for upregulated genes in MI miR-150^fl/fl^ compared with sham miR-150^fl/fl^ included ECM-receptor interaction, focal adhesion, and Relaxin signaling pathway (Supplemental Figure 6B). In contrast, downregulated genes were involved in signaling pathways regulating pluripotency of stem cells, the mTOR signaling pathway, the Wnt signaling pathway, and the Hippo signaling pathway (Supplemental Figure 7A). Moreover, the expression of genes involved in protein digestion and absorption, the PI3K-Akt signaling pathway, and the MAPK signaling pathway were significantly upregulated (Supplemental Figure 6C), while the expression of genes involved in ribosome, oxidative phosphorylation, and thermogenesis were significantly downregulated (Supplemental Figure 7B) in MI miR-150 cKO compared with sham miR-150 cKO. 

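Of the terms for genes lower in MI miR-150^fl/fl than in sham miR-150^fl/fl, only Wnt signaling had a list of genes here. Dvl1, Wnt1 and Wnt5a were its members among the 35 lower transcripts, with a median log2 difference of -0.63 and a range from -1.03 to -0.60, and all 3 were past the limits, and 2 of 3 after quantile normalization and with slide as a block. Another member, Sfrp4, was on the higher sheet with a log2 difference of 1.21, past the limits but not so after quantile normalization or with the block.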

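Supplemental Table 6 has no sheet for MI miR-150 cKO compared with sham miR-150 cKO, so only genes that another sheet names have values. The transcripts of oxidative phosphorylation and of the ribosome have names because they are on the sheets of MI miR-150 cKO compared with MI miR-150 fl/fl, nearly all on the lower one. The same MI miR-150 cKO arrays enter here, so this selection favours lower values and the direction is no independent result. The 10 named transcripts of oxidative phosphorylation had a median log2 difference of -0.69, of -0.72 after quantile normalization and of -0.53 with slide as a block. The 11 named ribosomal transcripts had a median of -0.59 and of -0.53 with the block. The 6 named collagen transcripts, which make up part of protein digestion and absorption, were on higher sheets of other comparisons and had a median of 0.85, and of 0.68 with the block. Past the limits were 7 of the oxidative phosphorylation, 5 of the ribosomal (lower) and 3 of the collagen transcripts.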

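Among the transcripts listed as changed between MI miR-150 cKO and MI miR-150 fl/fl, the list for adrenergic signaling in CMs had 8 members among the 427 higher and 4 among the 265 lower. The difference between these shares was not detectable (2-sided Fisher's exact test, p = 1). A joint list for the cardiomyopathies had 7 higher and 5 lower members (Fisher's exact test, p = 0.775), of which 6 and 3 were past the limits. When slide was taken as a block, 2 of these higher and 3 of the lower members were past them, as were 2 of the 8 higher members of the adrenergic list, all 8 of which were past them without it. Oxytocin signaling had no list here.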

Lastly, we observed that genes involved in adrenergic signaling in CMs, DCM, hypertrophic cardiomyopathy (HCM), and oxytocin signaling pathway were significantly increased (Supplemental Figure 6D) in MI miR-150 cKO compared with MI miR-150^fl/fl^. In contrast, genes involved in ribosome, oxidative phosphorylation, and HCM were significantly decreased (Supplemental Figure 7C). 

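Enrichment over the whole array was not tested, because only listed genes have names. Between the sheets, ribosomal genes made up 10 of the 265 lower and 1 of the 427 higher entries (2-sided Fisher's exact test, p = 0.000443, adjusted over 8 lists 0.00177), and genes of oxidative phosphorylation 10 and 0 (p = 6.1e-05, adjusted 0.000488). Genes of a pathway vary together and are not independent in this test. The 10 lower ribosomal transcripts had a median log2 difference of -0.60, and 4 of 10 were past the limits. For oxidative phosphorylation the median was -0.52 and 3 of 10 were past the limits. After quantile normalization all 10 of each list were past them, and with slide as a block 1 of each 10 was. The sheet was chosen on the authors' values of these arrays, whose quartiles are equal as after quantile normalization. The count after quantile normalization is therefore no independent check.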

Overall, our transcriptomic data indicate that miR-150 in CMs modulated the expression of a subset of genes/signaling pathways, which regulated cardiac function and structure.

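Whether the difference between genotypes after MI differed from that in sham mice was tested as the interaction of genotype and surgery. In limma 0 transcripts had an adjusted p under 0.05, with 7285 at an unadjusted p under 0.05 and a lowest adjusted p of 0.189. The count was 22 with slide as a block, and without sham miR-150 cKO replicate 1 it was 66. The unpaired 2-tailed test has no form for it.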

### CM miR-150 directly represses a novel target, Sprr1a.

To discover novel miR-150 targets that control cardiac pathophysiology and impair CM responses, we filtered 4 significantly dysregulated genes from our array data set based on the correlation between cardiac phenotypes and transcript signatures from MI miR-150^fl/fl^ versus Sham miR-150^fl/fl^, or MI miR-150 cKO versus MI miR-150^fl/fl^ (Figure 4, A and B). 

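The MI miR-150 fl/fl arrays enter both comparisons with opposite signs, so unusually high values on them raise a transcript in one and lower it in the other. On the arrays, 15 transcripts were higher past the limits in both comparisons and 0 were lower in both. Independent lists of the same lengths would share 16.5 higher and 2.6 lower transcripts, so 15 is no excess over that value. The lists share arrays and are not independent, so that value is no exact reference. When the residuals of the fit were shuffled among arrays 100 times, the higher overlap had a median of 0 and a highest value of 14. With lists of the real lengths taken from each shuffle, the overlap reached 15 or more in 9 of 100 shuffles, a count added after the first was seen. In opposite directions 90 transcripts were higher in the first and lower in the second comparison, and 80 the reverse. By symbol, 12 genes were higher in both. The same transcript was higher in both for 10 of them, which were Col1a1, Col5a2, Col8a1, Comp, Gpr176, Kcnma1, Nppa, Prelp, Sprr1a and Tgfb3. For Ank1 and Gtf2ird1 the comparisons rested on different transcripts. Those other than Comp, Nppa, Sprr1a, Ank1 and Col1a1 are named after their values were seen. The count of genes moved most with slide as a block, to 3. From the upregulation in both, together with the cardiac phenotypes, the paper selects such genes as potential miR-150 targets.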

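Sprr1a (NM_009264) had a log2 signal of 1.69 ± 0.66 (SD, n = 3) in MI miR-150 cKO, 0.02 ± 0.27 in MI miR-150 fl/fl, 0.70 ± 0.81 in sham miR-150 cKO and -1.28 ± 0.21 in sham miR-150 fl/fl. The log2 difference was 1.30 (SE 0.40, limma adjusted p = 1) for MI in miR-150 fl/fl mice and 1.67 (SE 0.40, limma adjusted p = 0.1) between genotypes after MI, with no overlap of the groups in either (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Between genotypes in sham mice the difference was 1.99 (SE 0.40, limma adjusted p = 0.509), and the interaction was -0.32 (SE 0.57, limma adjusted p = 0.827). All 3 differences were past the limits under every alternative run, and the one after MI was 1.35 with slide as a block. Nppa had the same order, with differences of 1.25 for MI, 1.65 between genotypes after MI and 2.00 in sham, and an interaction of -0.35. Comp had differences of 1.55, 1.21 and 1.38. Its difference between genotypes after MI was 0.80 with slide as a block and no longer past the limits, and without MI miR-150 cKO replicate 2 it was 0.91. For Ank1 the probes of a pair of transcripts had names. Transcript NM_001110783 was well above background on 0 of 3 sham miR-150 fl/fl, 2 of 3 MI miR-150 fl/fl and 3 of 3 MI miR-150 cKO arrays, was at least 1.26-fold higher after MI in miR-150 fl/fl mice, and had a log2 difference of 0.00 (SE 0.33) between genotypes after MI. Transcript NM_001277281 fell by 0.81 after MI in miR-150 fl/fl mice and was higher by 1.19 in MI miR-150 cKO than in MI miR-150 fl/fl. Of 11 transcripts of genes that the study names or that mark cardiac stress, 7 were past the limits for MI in miR-150 fl/fl mice and 7 between genotypes after MI. Adjusted over the list alone the counts were 7 and 8, and over all transcripts tested 0 and 0. Apart from Gapdh, these transcripts have names because they passed the study's limits on these samples in some comparison. The counts over the list alone are therefore not independent evidence.

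**Figure D3:**
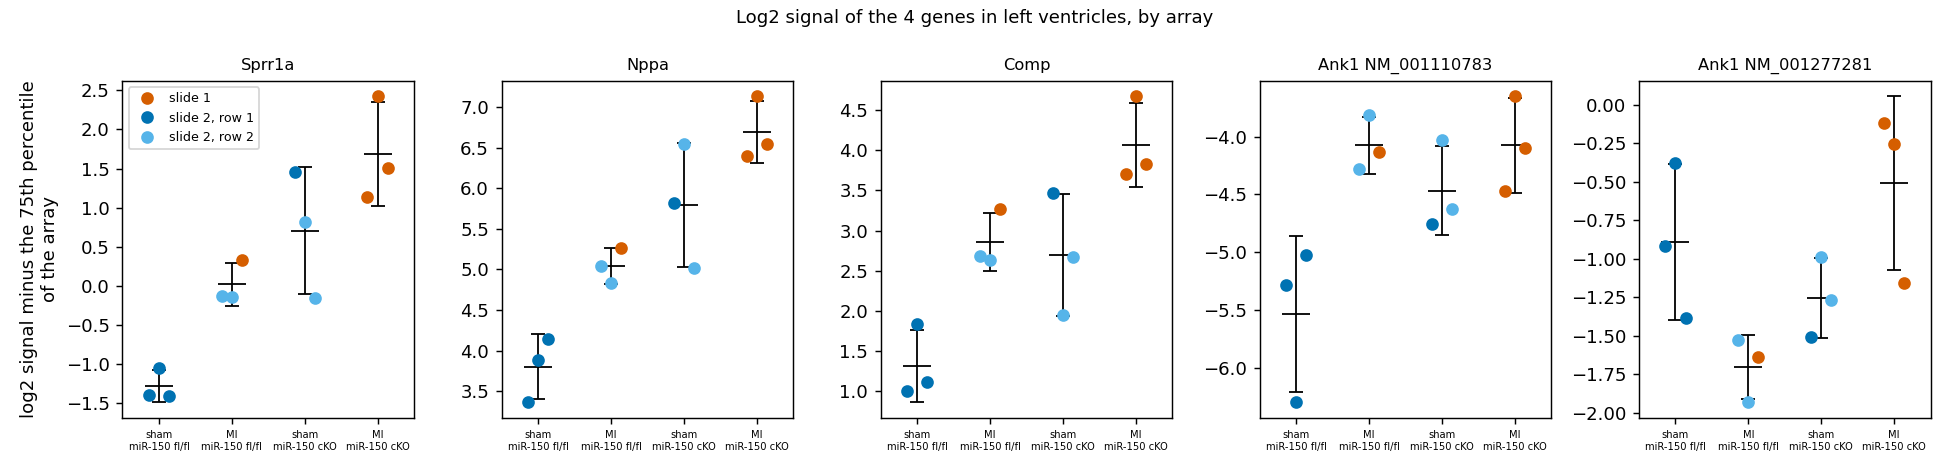
Log2 signal minus the 75th percentile of the array (vertical axis) of Sprr1a, Nppa, Comp and both Ank1 transcripts by group, with 1 point per array coloured by slide and row. Bars show the mean and SD of 3 arrays. The mean of Sprr1a is 0.70 in sham miR-150 cKO and 0.02 in MI miR-150 fl/fl.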

The rationale to focus on these 4 potentially maladaptive genes (*Ank1*, *Comp*, *Nppa* and *Sprr1a*) is that they are upregulated in both MI miR-150^fl/fl^ versus Sham miR-150^fl/fl^ (i.e., MI effects) and MI miR-150 cKO versus MI miR-150^fl/fl^ (i.e., phenotypic effects of cKO). Using real-time PCR analyses, we validated among the 4 genes that LV *Sprr1a* (not *Ank1*, *Comp*, or *Nppa*) was upregulated after MI and in MI miR-150 cKO mice compared with MI miR-150^fl/fl^ controls (Figure 4, C and D). Notably, we demonstrated that *Sprr1a* expression was upregulated in post-MI hearts (Figure 4D), concurrent with cardiac miR-150 downregulation (14). Our transcript profiling and validation analyses suggest that *Sprr1a* is a novel target of CM miR-150 after MI.

We next employed bioinformatic miR target prediction tools (25–28) and identified a putative binding site for miR-150 in human *SPRR1A*. Interestingly, rodent and human *Sprr1a* genes have almost identical genomic organization and exon/intron sizes (29) and have 1 miR-150 binding site, suggesting the evolutionary conservation of miR-150’s regulation of *Sprr1a* and their roles. To examine if *Sprr1a* is a direct target of miR-150 repression, we transfected CMs with constitutively active luciferase (LUC) reporter constructs containing the binding site of miR-150 in human *SPRR1A* (Figure 5A) and miR-150 mimics. We observed the repression of LUC activity by miR-150 for the WT *SPRR1A* reporter. When we mutated seed binding sites for miR-150, the LUC reporter was insensitive to miR-150 overexpression (Figure 5B), suggesting the specific dependence of target sites on miR-150. Thus, our results strongly indicate that *Sprr1a* is a novel direct target of miR-150.

SPPR1A is a substrate of TGASE II. TGASE II is linked to HF (20, 21) and apoptosis of noncardiac cells (22, 23), suggesting that SPRR1A may play a role in the heart and apoptosis. Interestingly, the protein level of SPPR1A was reported to be increased in CMs after TAC (24). Consistent with this previous report, we show that *Sprr1a* was upregulated in CMs isolated from ischemic hearts at 7 days after MI (Supplemental Figure 8). Our fractionation studies of different cardiac cell types further show that *Sprr1a* is also upregulated in CFs isolated from mouse hearts after MI (Supplemental Figure 8). We also found that LV *SPRR1A* is upregulated in patients with HFrEF (Figure 5C), concurrent with downregulation of cardiac miR-150 (10, 11). Our human data on *SPRR1A* are consistent with isoproterenol-induced (ISO-induced) myocardial injury (30) and renal I/R injury in mice (31), as well as is in agreement with our mouse data (Figure 4D).

Given that *Sprr1a* expression is upregulated in CMs isolated from ischemic myocardium (Supplemental Figure 8) and that CM miR-150 is an important regulator of MI (Figure 1, Figure 2, and Figure 3), we performed loss-of-function studies in CMs. We found that *Sprr1a* is upregulated by miR-150 inhibition (Figure 5, D and E). This CM result is confirmed by our in vivo protein analysis, revealing significantly elevated levels of SPRR1A in miR-150 cKO mouse hearts compared with miR-150^fl/fl^ controls (Figure 5F). Thus, our data suggest that *Sprr1a* is a key direct target of miR-150 in CMs and hearts.

### Hypomorphic mutation of Sprr1a in mice prevents maladaptive post-MI remodeling.

To evaluate in vivo roles of *Sprr1a* in cardiac stress, we obtained a potentially novel *Sprr1a*-hypomorphic mouse line. We first observed that *Sprr1a*-hypomorphic (*Sprr1a^hypo/hypo^*) mouse hearts had significantly reduced *Sprr1a* and SPRR1A levels compared with WT mice (Figure 6, A and B). We next show that *Sprr1a*-hypomorphic mice had normal cardiac function at baseline (Supplemental Table 7 and Figure 6, C–F). However, *Sprr1a*-hypomorphic mutation subjected to MI resulted in a significant improvement of cardiac function at 4 weeks, which is indicated by an increase in FS and cardiac output (CO) (Supplemental Table 8). *Sprr1a^hypo/hypo^* mice also displayed enhanced cardiac function at 8 weeks after MI, as evidenced by a significant increase in EF, FS, diastolic posterior wall thickness, and systolic posterior wall thickness (Figure 6, C–F, and Supplemental Table 9) as compared with WT controls.

We also found that *Sprr1a*-hypomorphic mouse hearts exhibited less loss of normal architecture and cellular integrity (Figure 7A) after 8 weeks of MI compared with WT MI hearts. We assessed the degree of fibrosis using Masson’s trichrome staining of the hearts at 8 weeks after MI. We observed that *Sprr1a*-hypomorphic mouse hearts contained significantly smaller fibrotic areas than WT hearts after MI (Figure 7, B and C). In agreement with our histology data, *Sprr1a*-hypomorphic MI hearts also exhibited decreased expression of inflammatory *Ptprc* and fibrotic *Col1a1* (Supplemental Figure 9), as compared with WT controls. Taken together, these results demonstrate that knockdown of *Sprr1a* in mice improves diverse abnormalities during postischemic cardiac structural/functional remodeling.

### miR-150 functions as a gatekeeper of CM survival, in part, by inhibiting proapoptotic Sprr1a.

Given that miR-150 is upregulated in mouse hearts by Carv (18) but is downregulated in CMs exposed to low oxygen conditions (14), we next tested whether the potentially novel target of miR-150, *Sprr1a*, is inversely regulated in hearts of WT mice or CMs treated with Carv, as well as in CMs subjected to simulated I/R (sI/R) conditions. Indeed, *Sprr1a* was downregulated in mouse hearts after Carv (Supplemental Figure 10A) and in mouse and rat CMs subjected to sI/R conditions after Carv (Supplemental Figure 10, B and C). We also observed that *Sprr1a* was upregulated in CMs after sI/R (Supplemental Figure 10, B and C), which is consistent with our in vivo results after MI (Figure 4D). These results strongly suggest that *Sprr1a* is a critical functional target of CM miR-150 because miR-150 is downregulated in sI/R and MI (14), as well as I/R (32, 33).

We next investigated if the target of miR-150, *Sprr1a*, regulates CM apoptosis. We first show that knockdown of *Sprr1a* in CMs decreased protein levels of EGR2 (Figure 8A and Supplemental Figure 11A), which is known to mediate CM apoptosis (14). In agreement with this in vitro data, we also found that, compared with WT controls, *Sprr1a*-hypomorphic hearts exhibited decreased expression of proapoptotic *P2x7r* (Supplemental Figure 11B), which is a direct and functional target of miR-150 in CM apoptosis (14). Interestingly, *P2x7r* expression is increased in miR-150 cKO hearts (Supplemental Figure 11C), concurrent with downregulation of *P2x7r* in *Sprr1a*-hypomorphic hearts. Our further loss-of-function approaches uncover that, compared with controls, *Sprr1a* knockdown (Figure 8A and Supplemental Figure 12A) decreased CM apoptosis in response to sI/R (Figure 8, C–E). This result indicates that *Sprr1a* is sufficient to increase sI/R-mediated apoptosis in CMs. To establish a functional relationship between miR-150 and *Sprr1a* in CM apoptosis, we then applied an antimiR/siRNA-based rescue strategy to validate the functional relevance of *Sprr1a*. Anti–miR-150 treatment induced protein levels of SPRR1A (Supplemental Figure 12A) consistent with quantitative PCR (qPCR) data (Figure 5, D and E). miR-150 knockdown also increased protein levels of proapoptotic SPRR1A and CM apoptosis, which are attenuated by siRNA against *Sprr1a* (Figure 8, B–E, and Supplemental Figure 12A). These TUNEL and Western blot data are consistent with our qPCR data, showing that *Sprr1a* knockdown decreases the expression of *Ing4* and *Klf13* that are known to induce CM apoptosis (34, 35) (Supplemental Figure 12, B and C). We also show that miR-150 knockdown increased the expression of *Ing4* and *Klf13*, which is attenuated by knockdown of *Sprr1a* (Supplemental Figure 12, B and C). Taken together, these CM results, along with our in vivo evidence, suggest that CM miR-150 elicits protective effects in part by the direct functional inhibition of proapoptotic *Sprr1a*.

## Discussion

Here, we identify miR-150 selectively in CMs as a crucial ischemic injury-responsive protector against cardiac and CM apoptosis. Mice selectively deficient for miR-150 in CMs are sensitized to MI, as evident by elevated cardiac apoptosis and fibrosis, as well as impairment of ventricular function. Mechanistically, we identified that miR-150 directly inhibits proapoptotic *Sprr1a* such that the increased expression of *Sprr1a* in CM-specific miR-150 cKO mice or that CMs lacking miR-150 result in a higher degree of sustained CM death during ischemic stress.

The β_1_AR is expressed primarily in the heart (mainly in CMs), and β-arrestin–mediated β_1_AR signaling elicits cardioprotective effects by promoting CM survival after injury (36). We previously reported that miR-150 is activated by Carv-mediated β_1_AR/β-arrestin1 signaling (18). Together with our data presented here, we postulate that CM miR-150 may represent a downstream mechanism by which β_1_AR-mediated β-arrestin signaling pathways confer cardiac protection, and that β-arrestin1–biased β_1_AR regulatory mechanism of miR-150 activation in CMs elicits beneficial remodeling in failing hearts by repressing CM apoptosis through regulation of proapoptotic genes such as *Sprr1a*. Interestingly, we previously reported that systemic miR-150 deletion leads to maladaptive cardiac remodeling by increasing cell death without affecting post-MI neovascularization (14), whereas another group showed that systemic overexpression of miR-150 in mice via AgomiR protects the heart against AMI by decreasing monocyte migration (15). Moreover, cardiac-specific genetic overexpression of miR-150 attenuates TAC-induced cardiac hypertrophy and dysfunction (16). Although these previous studies have shown the importance of miR-150 in HF, our overall knowledge of its actions remains in its infancy, in part due to (a) the lack of mechanistic insight by which CM miR-150 regulates cardiac protection and (b) the absence of definitive and rigorous studies using appropriate mouse models to address the issue of their cardiac versus extra-cardiac actions. In this study, we make discoveries to define the in vivo role of miR-150 selectively in CMs, as well as to identify its potentially novel direct and functional target, *Sprr1a*.

By using transcriptomic profiling approaches, we also identified that CM miR-150 regulates the expression of a relatively small number of cardiac genes after MI. These genes are enriched in known and unknown pathways for miR-150, including adrenergic signaling in CMs, DCM, and HCM. Although additional studies will be warranted to validate the relationship between miR-150’s cardioprotective actions in CMs and the individual genes/pathways identified in our study, our current filtering and validation analyses show that *Sprr1a* was upregulated in the LV tissues of MI miR-150^fl/fl^ when compared with the sham miR-150^fl/fl^ controls, as well as in the LV tissues of MI miR-150 cKO when compared with the MI miR-150^fl/fl^ controls. This led us to identify *Sprr1a* as a potentially novel target of CM miR-150 and suggests that miR-150’s protective actions may be, in part, due to the direct repression of *Sprr1a* expression.

SPRR1A is a substrate of TGASE II that is linked to HF (20, 21) and apoptosis of noncardiac cells (22, 23), suggesting a possible role of *Sprr1a* in the heart. In agreement with this notion, our data show that CMs with knockdown of *Sprr1a* were protected against apoptosis in sI/R (Figure 8, D and E). Interestingly, *Sprr1a* expression is increased in post-MI hearts (24), concurrent with miR-150 downregulation (14). SPRR1A is also upregulated in CMs from TAC-induced myocardium (24). Our cardiac cell fractionation data likewise show that *Sprr1a* was upregulated in CMs isolated from mouse hearts after MI (Supplemental Figure 8). Notably, we also show that *Sprr1a* was upregulated in CFs isolated from post-MI hearts (Supplemental Figure 8), suggesting a potential role of *Sprr1a* in CFs. In the current study, we also demonstrate that LV *SPRR1A* was upregulated in patients with HFrEF (Figure 5C), which is consistent with reports in mice with ISO-induced myocardial injury (30) and renal I/R injury (31). Interestingly, *SPRR1A* expression was also reported to be inversely linked with survival of cancer patients (37–39). Here, we also show that *Sprr1a* was downregulated in hearts and CMs by Carv (Supplemental Figure 10), concurrent with upregulation of miR-150 (18). Consistent with our findings, the cardiac upregulation of *Sprr1a* after cardiac injury is attenuated by treatment with another cardioprotective agent, Danshen (30). Notably, we demonstrate that *Sprr1a* knockdown in mice protected hearts against MI (Figure 6 and Figure 7). Thus, the findings of upregulation of *Sprr1a* in CMs during MI support that repression of this gene could be therapeutically beneficial for HF. Given our results that proapoptotic *Sprr1a* is a direct and functional target for CM miR-150 (Figure 4, Figure 5, and Figure 8), MI patients with decreased levels of miR-150 could be, in particular, considered for future targeted treatments based on *Sprr1a*.

In conclusion, our results using potentially novel loss-of-function mouse models indicate that miR-150 selectively in CMs or *Sprr1a* knockdown in mice protects the heart from ischemic injury and that CM miR-150 directly and functionally represses proapoptotic *Sprr1a*. Interestingly, a previous study reported that systemic overexpression of miR-150 protects the mouse heart against AMI by repressing monocyte migration and CXCR4 (15). Although this non–cell type–specific study using miR-150 mimics indicates a role for miR-150 in post-AMI monocyte recruitment (i.e., the extracardiac action of miR-150), our CM-specific cKO studies clearly define the cardiac actions of miR-150 in MI and identify the underlying mechanism by which miR-150 in CMs selectively affects myocardium apoptosis. Given that downregulation of miR-150 also underlies cardiac hypertrophy and other forms of cardiac disease (11, 32, 33, 40), the protective role of miR-150 in CMs may be commonly applied to multiple stress settings. Thus, boosting miR-150 levels via Carv or miR-150 overexpression could be an attractive adjunctive strategy to provide therapeutic benefits, in part, by attenuating CM apoptosis.

### Study limitation.

Although we demonstrate that miR-150 expression in CMs is an essential regulator of MI, it is possible that expression in other myocardial cells also plays a prominent role indicated by our data (Supplemental Figure 3A). Future studies using our miR-150^fl/fl^ mouse line and other cell-specific Cre mice are, thus, warranted to fully understand the possible contribution of miR-150 expression in other cell types to postischemic heart remodeling and the detailed underlying mechanisms of extracardiac actions (e.g., inflammatory response) mediated by miR-150. miR-150 may also have other targets mediating distinct functions. We will investigate additional functional targets (i.e., *Sprr1a*-independent mechanisms) by cross-referencing the gene signature from miR-150 cKO mice (Supplemental Figure 5 and Supplemental Table 6) with prediction analyses of miR-150 binding sites in our future mechanistic studies. Notably, downstream mechanisms of *Sprr1a* to regulate CM apoptosis remain elusive, although our current data (Supplemental Figures 11 and 12) suggest that *Sprr1a* activates proapoptotic markers. Whether *Sprr1a* is functionally regulated by miR-150 in non-CM cell types and hearts is also unknown and beyond the scope of the current investigation. Moreover, additional histopathological and IHC analyses at earlier time points after MI are needed to get a much more complete understanding of the sequence of events. To measure cardiac function more accurately and assess diastolic dysfunction, additional methods such as Simpson method (biplane method of disks: a modality requiring area tracings of LV cavity) with multiple B-mode images and pressure-volume loop analysis would be required. Lastly, other in vivo injury models (e.g., I/R), as well as detailed studies on other roles of the miR-150/SPRR1A dyad in CMs and non-CM cell types, are warranted before pursuing this axis as a vital therapeutic approach.

## Methods

### Availability of data and materials.

The microarray data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series access number GSE177057 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE177057). Supplemental Methods are available online with this article.

### Cardiac-specific KO of miR-150 in mice.

To establish CM-specific miR-150 cKO mice, we generated a miR-150^fl/fl^ mouse line (Cyagen US Inc., NTMCK-160902-ACD-01) using the CRISPR/Cas9 strategy as shown in Supplemental Figure 1A. In brief, mouse genomic fragments containing homology arms and the cKO region were amplified from a BAC clone by using high-fidelity Taq DNA Polymerase (New England Biolabs). The fragments were sequentially assembled into a targeting vector together with recombination sites and selection markers. The final targeting vector was digested by appropriate restriction enzymes and was sequenced for confirmation purposes. The rigorous off-target prevention was performed using the whole-genome off-target risk calculation.

The guide RNA to mouse miR-150 gene, the donor DNA containing LoxP sites, and the Cas9 mRNA were coinjected into fertilized mouse eggs to generate targeted knockin offspring. The founder (F0) animals were identified by PCR, followed by sequence analysis, which were then bred to WT mice to test germline transmission and to get the first generation (F1) animals,, as well as to eliminate any potential off-target effect. The genotyping strategy is shown in Supplemental Figure 1B and the following PCR primers were used to screen positive F1 mice. For region 1, forward: 5′-CTCGTGAATGCTGGATCAAAGGTG-3′ and reverse: 5′-GTACTGTGGATTCGGACCAGTCTG-3′. For region 2, forward: 5′-ACGTAAACGGCCACAAGTTCAGATC-3′ and reverse: 5′-TCCTCGTTGTCTTACGCATTAGCTG-3′. The genotyping result of this long-PCR method was confirmed by the short-PCR method described below to exclude any potential random inserts in homologous recombinant F0 mice.

All F1 mice were also confirmed by sequencing using the following primers on the homology arm and cKO region. For region 1: 5′-TGCTAGGCTCTCAGGCAGTGTTC-3′. For region 2: 5′-CAGCAGCAACAACTCCAGCTTCTC-3′. The correct gene targeting in all F1 animals was then tested by Southern blot analysis of the tail DNA samples using probes external to the targeting region. The strategy of Southern blot is shown in Supplemental Figure 1C. The following primers for 5′ arm were used. Forward: 5′-AAATCCCCTATGTCACCCCAGGAT-3′ and reverse: 5′-AAACTGCCCACATGTAAGTGCAGC-3′. The following primers for 3′ arm were used. Forward: 5′-GAGATTTCAGGAGCACGATGTGGA-3′ and reverse: 5′-TGGGGTGGTCACCTAAGGTTAGACA-3′.

The miR-150^fl/+^ mice harboring an allele of loxP-flanked miR-150 were bred to generate miR-150^fl/fl^ mice. αMHC-Cre mice (41), in which the expression of Cre recombinase is controlled by the promoter of the cardiac-specific marker gene, were then intercrossed with miR-150^fl/fl^ mice to generate miR-150^fl/+^;αMHC-Cre offspring. The miR-150^fl/+^;αMHC-Cre mice were then crossed back to miR-150^fl/fl^ mice to obtain the miR-150 cKO mice (miR-150^fl/fl^;αMHC-Cre), as shown in Supplemental Figure 1D. Mice were maintained on a C57BL/6J background, and genetically matched Cre-negative miR-150^fl/fl^ mice were used as controls. Genotyping for αMHC was done using primers (5′-ATGACAGACAGATCCCTCCTATCTCC-3′ and 5′-CTCATCACTCGTTGCATCATCGAC-3′) to amplify a 300 bp gene product specific for the transgene gene. Genotyping for miR-150^fl/fl^ was done with the primers of 5′-GAAGGGTTCCTGTCCTTGTTGGC-3′ and 5′-AGTAAGGGTGGAGCCTCTGACCT-3′, resulting in band sizes of 250 bp for the WT allele and 300 bp for the floxed allele.

### Hypomorphic Sprr1a mutant mouse strain.

*Sprr1a*-hypomorphic heterozygous mice (*Sprr1a^hypo/+^*) were obtained from the Mutant Mouse Resource & Research Centers (MMRRC_049856-UCD). This mutant mouse line was generated using the CRISPR/Cas9 strategy. In brief, CRISPR guides and the Cas9 protein were microinjected or electroporated into C57BL/6N zygotes, and progeny were screened for the desired mutation. Founders were mated to C57BL/6N breeders, and derived F1 progeny were identified by PCR and sequencing. F1 mice were then mated again to C57BL/6N breeders to generate F2 mice, which were identified by PCR and sequencing. The CRISPR-mediated genetic alteration resulted in the deletion of 237 bp in exon 2, as well as an amino acid change after residue 44 and early truncation 21 amino acids later. The obtained *Sprr1a^hypo/+^* mice were bred to generate *Sprr1a^hypo/hypo^* mice and WT littermates for the current study. For genotyping, following primers were used (Forward common primer: 5′-TGT GGA AGT CAG CAT GGA G-3′, Reverse WT primer: 5′-CAG GGC TCT GGC CCC TTG-3′, and Reverse mutant primer: 5′-GGA TAG ACA GCA GCC TCA GC-3′).

### Human heart samples.

Samples of failing human hearts were collected from the LVs of ischemic cardiomyopathy and nonischemic cardiomyopathy patients undergoing orthotopic cardiac transplantation, as previously described (42). All patients had been diagnosed with HFrEF. LV tissues were dissected and snap-frozen in liquid nitrogen. The frozen samples were then stored in the specimen storage facility at the Indiana Clinical and Translational Sciences Institute located in the Indiana University School of Medicine. Nonfailing LV tissues were obtained from donor hearts not suitable for transplantation, were collected, and were stored in the same manner. Demographic characteristics of these LV tissue samples are provided in Supplemental Table 1.

### Mouse model of myocardial infarction (MI).

Eight- to 12-week-old miR-150 cKO, miR-150^fl/fl^, *Sprr1a^hypo/hypo^*, or WT mice were subjected to MI as we previously published (35, 43). Briefly, animals were anesthetized using 1%–4% inhalant isoflurane and placed on a heating pad. Animals were intubated and ventilated with oxygen using a PhysioSuite MouseVent ventilator (Kent Scientific). The LAD coronary artery was visualized under a stereoscope and ligated by using an 8-0 nylon suture. Regional ischemia was confirmed by visual inspection for discoloration of the occluded distal myocardium. Sham-operated animals underwent the same procedure without LAD occlusion. One dose of buprenorphine SR Lab (0.05 mg/kg; ZooPharm) was given s.c. immediately before the surgery. We used responses to toe/skin pinch and heart rate for the optimal anesthesia and appropriate postoperative monitoring plan.

### Transthoracic echocardiography.

Left ventricular performance was examined by 2-dimensional echocardiography using a Vevo 2100 Ultrasound (Visual Sonics) before surgery and after MI (3 days and 2, 4, and 8 weeks) as previously published (35, 43). We used M-mode tracings to measure anterior and posterior wall thicknesses at end diastole and end systole. The following parameters were also obtained: left ventricular internal diameter (LVID) in either diastole (LVIDd) or systole (LVIDs), EDV, and ESV. A single operator blinded to mouse genotypes performed echocardiography and data analysis. FS was calculated according to the following formula: FS (%) = ([LVIDd – LVIDs]/LVIDd) × 100. EF was calculated by: EF (%) = ([EDV-ESV]/EDV) × 100. All other LV performance parameters were also obtained as shown in Supplemental Tables 2–5 and Supplemental Tables 7–9.

### Fractionation of cardiac cell types from mouse hearts.

The fractionation of highly purified cardiac cell populations was performed as previously published, with some modifications (14). In brief, freshly harvested mouse hearts were dissociated with a gentleMACS Dissociator (Miltenyi Biotec) according to the manufacturer’s instructions. The dissociated cells were subsequently processed for cell separation. An incubation step with CD31 antibodies coupled to microbeads was performed and subjected to magnetic affinity cell sorting according to the manufacturer’s recommendations (mouse CD31 microbead endothelial isolation kit; Miltenyi Biotec). An additional incubation step with CD31^–^ fraction and CD45 antibodies coupled to microbeads was performed and subjected to magnetic affinity cell sorting (mouse CD45 microbead leukocyte isolation kit; Miltenyi Biotec). CMs and cardiac fibroblasts (CFs) were then separated by a sedimentation step as described (44).

### Statistics.

Data are presented as mean ± SEM from independent experiments with different biological samples per group. The following statistical tests were used: unpaired 2-tailed *t* test for comparisons between 2 groups, 1-way ANOVA with Tukey multiple-comparison test for multiple groups, 2-way ANOVA with Tukey multiple-comparison test for comparisons between 2 groups with different treatments, and 2-way repeated-measures ANOVA with Bonferroni post hoc test for 2 groups over time. Unpaired 2-tailed *t* test was based on assumed normal distributions. *P* < 0.05 was considered statistically significant. *P* values are indicated as follows: * or ^#^*P* < 0.05, ** or ^##^*P* < 0.01, and *** or ^###^*P* < 0.001.

### Study approval.

The use of animals in this study was conformed to the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). Mice were euthanized by thoracotomy under 1%–4% inhalant isoflurane. All experiments with mice were performed according to the protocols approved by the IACUC at the Indiana University (the approval reference 19018). Eight- to 12-week-old C57BL/6J mice of both sexes were used. All of the procedures involving human samples were conformed to the principles of the Declaration of Helsinki and approved by the Indiana University IRB (the approval reference 08-018). Written informed consent was received from all participants prior to inclusion in the study.

## Author contributions

TA, BM, SK, NPB, MNS, and IK designed research studies, directed the study, and wrote the manuscript. TA, BM, SK, NPB, and MNS conducted most of the experiments, acquired the data, analyzed the data, and prepared the figures. IK supervised the study and provided financial support. CC, YT, SL, RMP, and MSW helped to analyze the data and to write the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 6

## Figures and Tables

**Figure 1:**
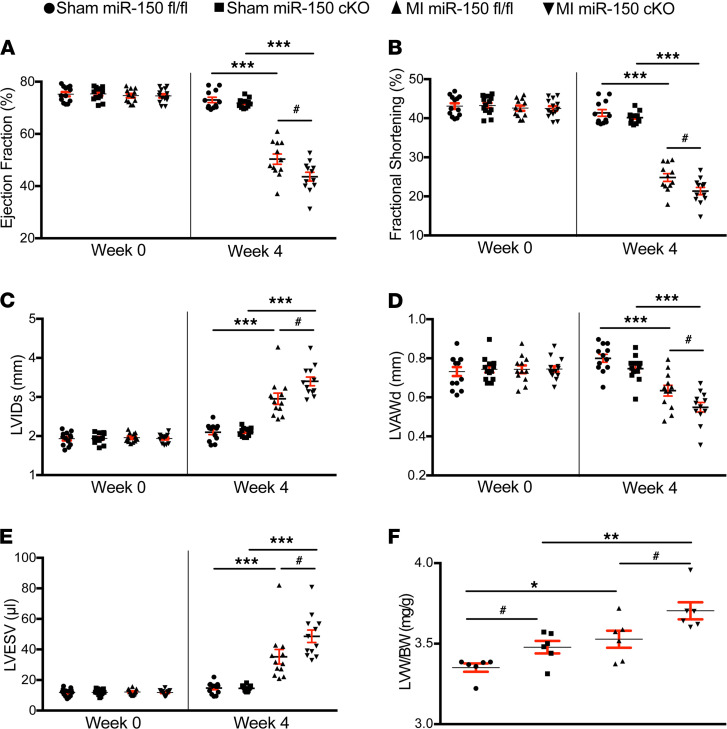
miR-150 selectively in cardiomyocytes protects the mouse heart against MI. (**A–E**) Transthoracic echocardiography was performed at 0 and 4 weeks after MI. Quantification of left ventricular (LV) ejection fraction (EF); fractional shortening (FS); internal diameter, systole (LVIDs); anterior wall thickness, diastole (LVAWd); and end systolic volume (LVESV) is shown. *n* = 12–14 per group. One-way ANOVA with Tukey multiple-comparison test. ***P < 0.001 versus sham; ^#^*P* < 0.05 versus MI miR-150^fl/fl^. (**F**) Left ventricle weight/body weight (LVW/BW) ratio (*n* = 6). One-way ANOVA with Tukey multiple-comparison test. *P < 0.05 or **P < 0.01 versus Sham; ^#^*P* < 0.05 versus miR-150^fl/fl^. Data are presented as mean ± SEM.

**Figure 2:**
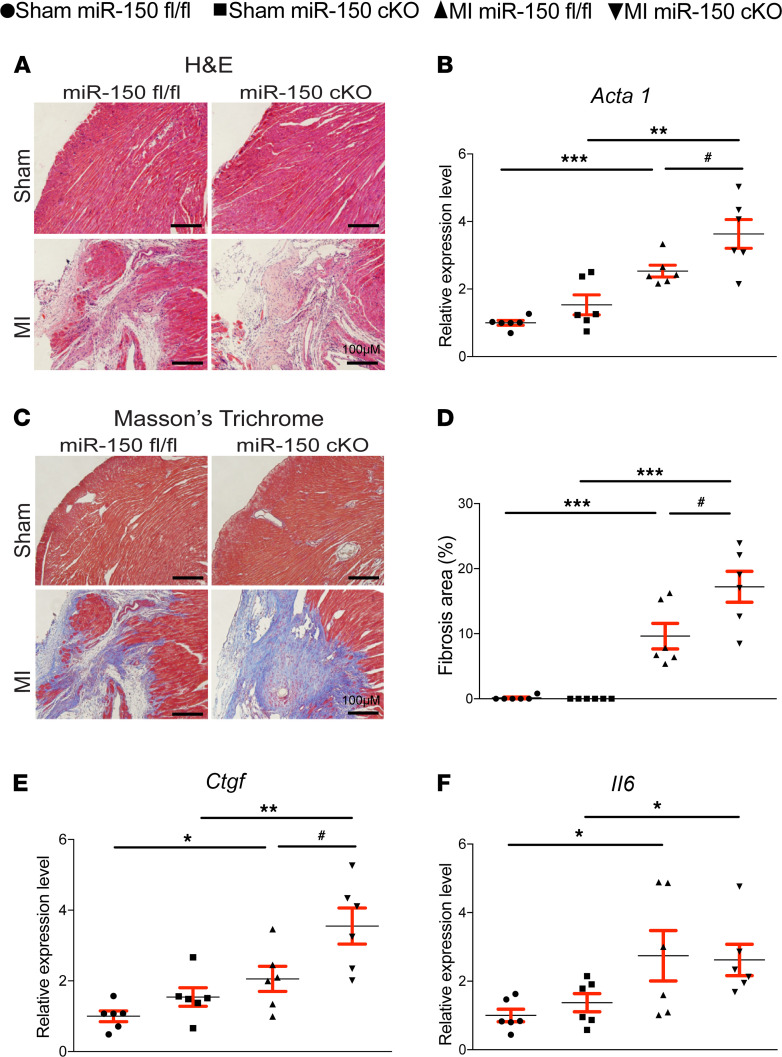
Selective deletion of miR-150 in cardiomyocytes induces cardiac stress and fibrosis after MI. (**A**) Representative H&E staining of heart sections of periischemic border area at 4 weeks after MI shows an increase in loss of normal architecture and cellular integrity, as well as in disorganized structure in miR-150 cKO hearts compared with miR-150^fl/fl^ controls. Scale bars: 100 μm. (**B**) qPCR analysis of *Acta1* expression for cardiac stress in miR-150 cKO hearts compared with miR-150^fl/fl^ controls at 4 weeks after MI. (**C** and **D**) Representative Masson’s trichrome staining (**C**) in heart sections of periischemic border area at 4 weeks after MI and fibrosis quantification in LVs (**D**). Scale bars: 100 μm. (**E** and **F**) qPCR analysis of fibrotic *Ctgf* and inflammatory *Il6* expression in miR-150 cKO hearts compared with miR-150^fl/fl^ controls at 4 weeks after MI. *n* = 6 per group. qPCR data (**B**, **E**, and **F**) are shown as fold induction of gene expression normalized to *Gapdh*. One-way ANOVA with Tukey multiple-comparison test. *P < 0.05, **P < 0.01 or ***P < 0.001 versus sham; ^#^*P* < 0.05 versus MI miR-150^fl/fl^. Data are presented as mean ± SEM.

**Figure 3:**
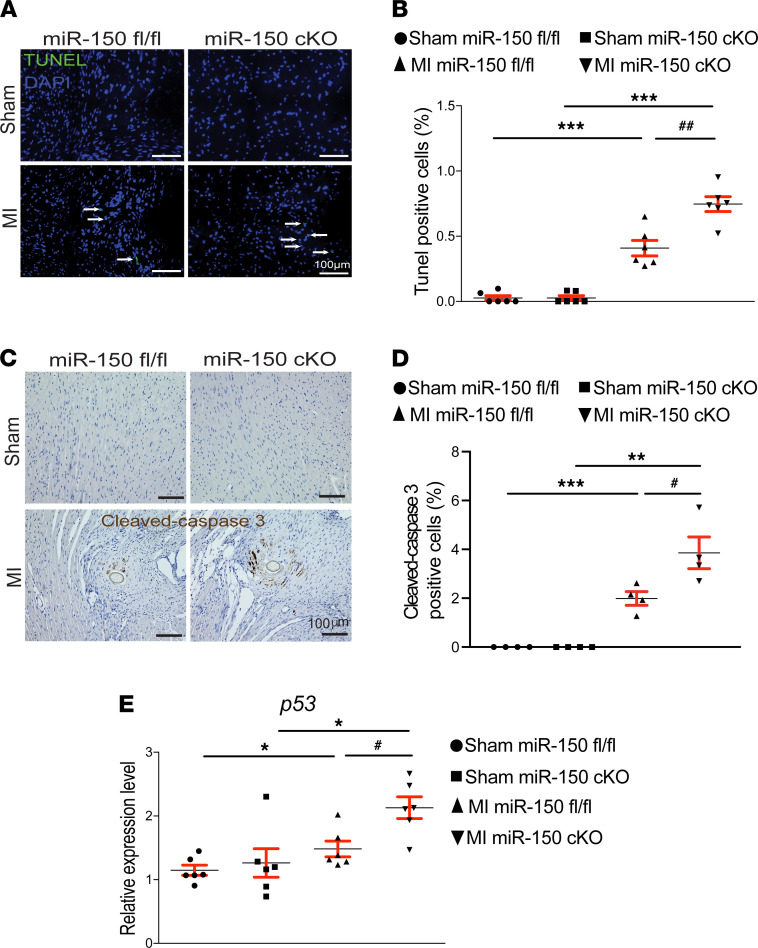
Selective loss of miR-150 in cardiomyocytes induces cardiac apoptosis post-MI. (**A** and **B**) Representative TUNEL staining images in heart sections of periischemic border area at 4 weeks after MI (**A**) and quantification of apoptosis in six 40× fields (**B**). Scale bars: 100 μm. (**C** and **D**) Representative cleaved caspase 3 staining images in heart sections of periischemic border area at 4 weeks after MI (**C**) and quantification of apoptosis in six 40× fields (**D**). Scale bars: 100 μm. (**E**) qPCR analysis of proapoptotic *p53* expression in miR-150 cKO hearts compared with miR-150^fl/fl^ controls at 4 weeks after MI. Data are shown as fold induction of gene expression normalized to *Gapdh*. *n* = 6 per group. One-way ANOVA with Tukey multiple-comparison test. *P < 0.05, **P < 0.01, or ***P < 0.001 versus sham; ^#^*P* < 0.05 or ^##^*P* < 0.01 versus MI miR-150^fl/fl^. Data are presented as mean ± SEM.

**Figure 4:**
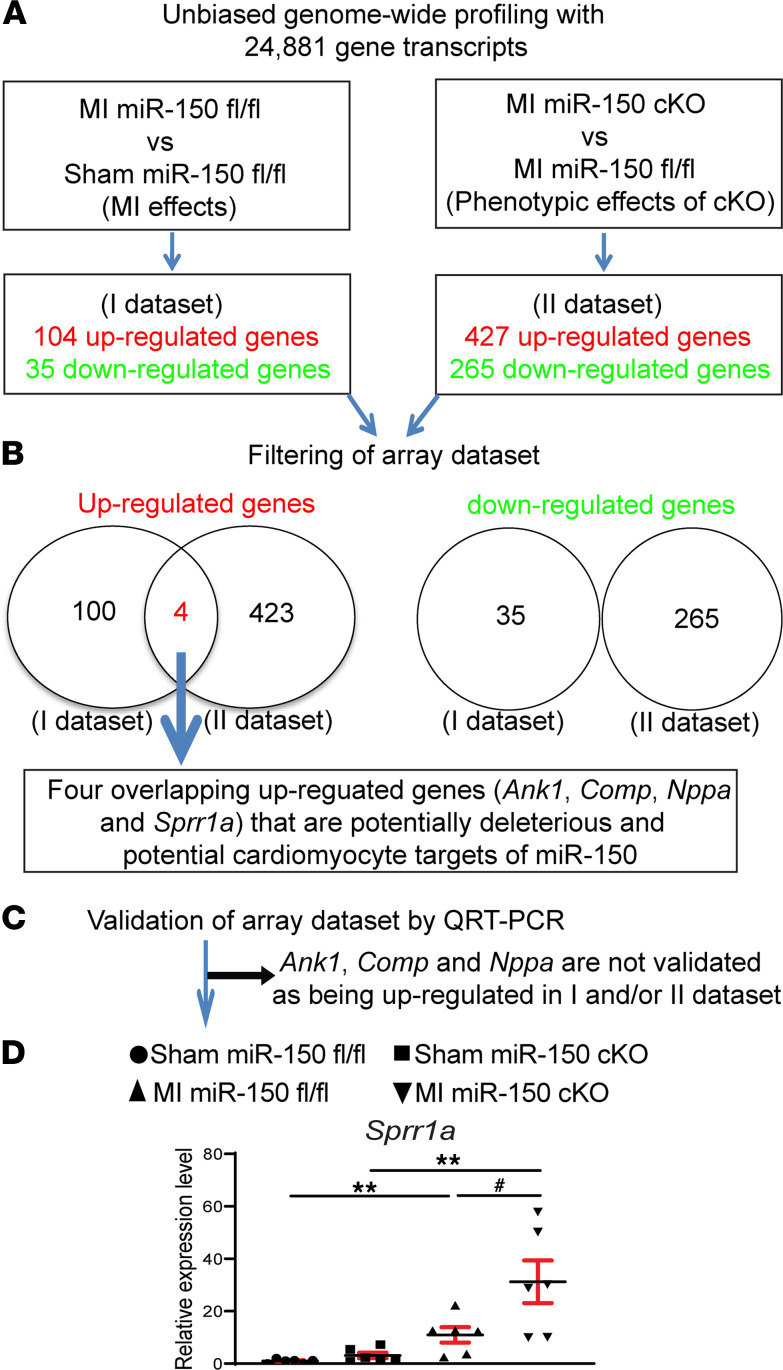
Transcriptome profiling in miR-150 cKO mice identifies *Sprr1a* as a target of miR-150. (**A** and **B**) Transcriptome profiling (**A**) and filtering strategy of array data set based on the correlation between cardiac phenotypes and transcript signatures (**B**). Four dysregulated (DE) genes, which are upregulated in both the I data set (MI miR-150^fl/fl^ compared with sham miR-150^fl/fl^ controls) and the II data set (MI miR-150 cKO compared with MI miR-150^fl/fl^) at 4 weeks after MI, were chosen for further analyses. Note that there are no overlapping downregulated genes in I data set and II data set. *n* = 3 per group. (**C** and **D**) Validation strategy of array data set. Four DE genes (*Ank1*, *Comp*, *Nppa*, and *Sprr1a*) were validated by qPCR analyses of potentially deleterious genes in hearts from miR-150^fl/fl^ and miR-150 cKO mice at 4 weeks after MI. Note that *Ank1*, *Comp*, and *Nppa* are not validated to be upregulated in I data set and/or II data set by qPCR analyses. Data are shown as fold induction of gene expression normalized to *Gapdh*. *n* = 6 per group. One-way ANOVA with Tukey multiple-comparison test. **P < 0.05 versus sham; ^#^*P* < 0.05 versus MI miR-150^fl/fl^. Data are presented as mean ± SEM.

**Figure 5:**
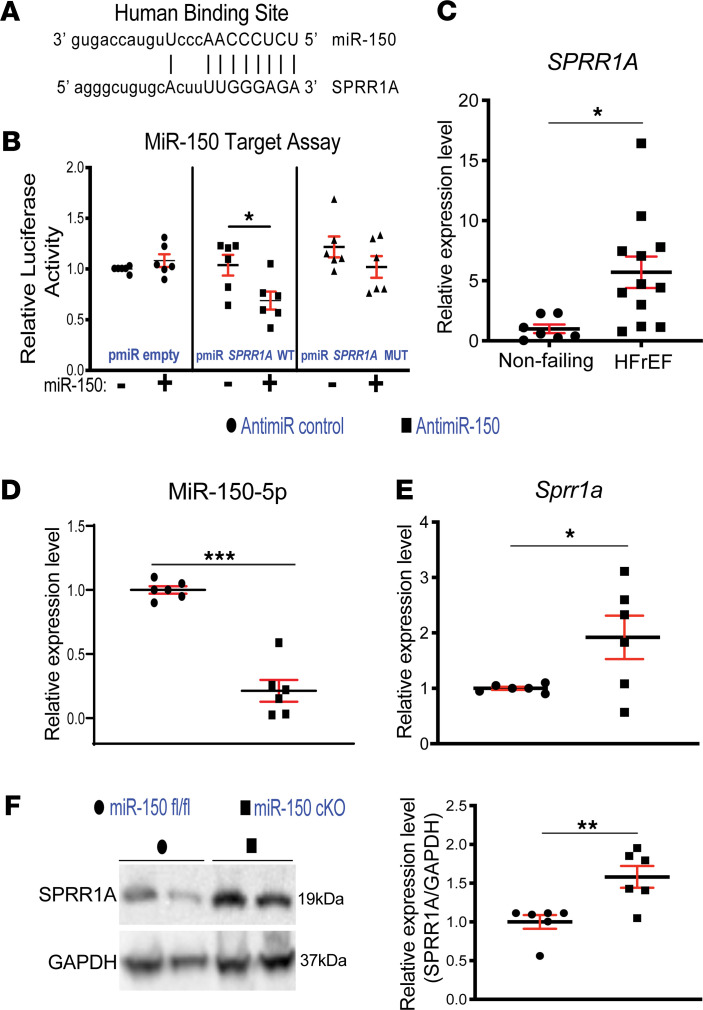
*SPRR1A* is a direct target of miR-150 and is upregulated in patients with heart failure. (**A**) Human *SPRR1A* has a miR-150 binding site. miR-150 seed pairing in the target region is presented as vertical lines. (**B**) The ability of miR-150 to directly inhibit the activity of luciferase (LUC) reporter constructs that contain either WT or mutated (MUT) binding site for *SPRR1A*. Transfection with or without miR-150 mimic in H9c2 cells is shown. Firefly LUC activity was normalized to Renilla LUC activity and compared with empty vector measurements. Results are representative of 6 independent experiments with different biological samples. Unpaired 2-tailed *t* test. *P < 0.05 versus miR mimic control. (**C**) qPCR expression analysis of *SPRR1A* in heart tissues from patients with heart failure with reduced ejection fraction (HFrEF; *n* = 12) relative to nonfailing heart tissues (*n* = 7). Data are shown as fold change of gene expression normalized to *GAPDH*. Unpaired 2-tailed *t* test. *P < 0.05 versus nonfailing. (**D** and **E**) RNAs isolated from H9c2 cells transfected with 100 nM MirVana miR-150 inhibitor or 15-mer control were analyzed by miR-150–specific qPCR to access the levels of miR-150 (**D**). Levels of *Sprr1a* are indicated in **E**. Data were normalized to U6 snRNA (**D**) or *Gapdh* (**E**) and expressed relative to antimiR control. Results are from 6 independent experiments with different biological samples. Unpaired 2-tailed *t* test. *P < 0.05 or ***P < 0.001 versus antimiR control. (**F**) SPRR1A protein levels were measured in whole heart lysates from miR-150 cKO mice compared with miR-150^fl/fl^. Results are from 6 independent experiments with different biological samples. Unpaired 2-tailed *t* test. **P < 0.01 versus miR-150^fl/fl^. Data are presented as mean ± SEM.

**Figure 6:**
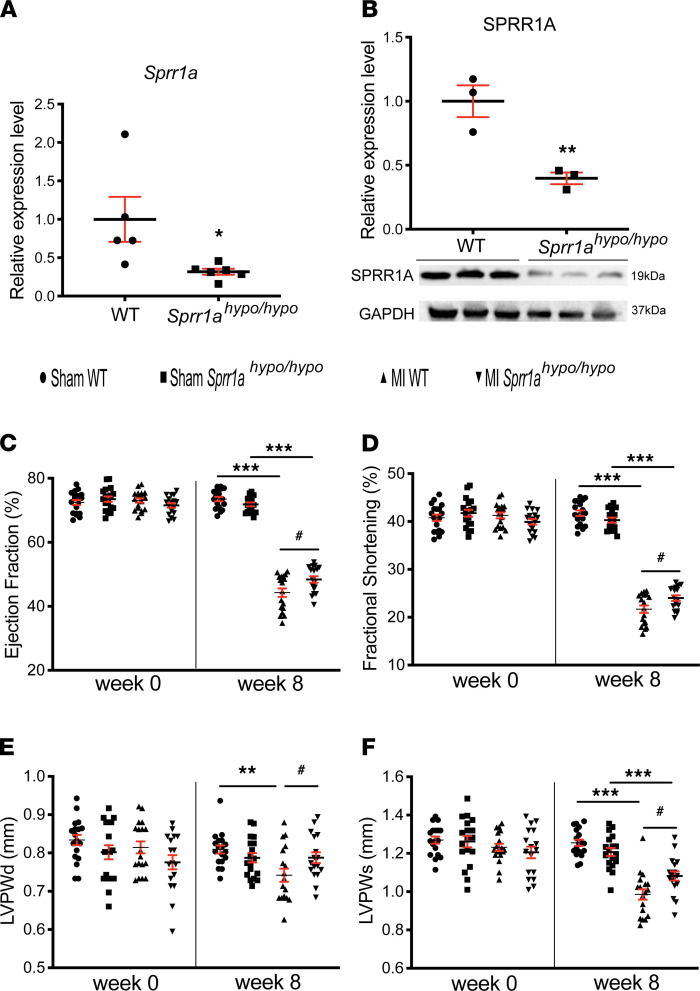
Knockdown of *Sprr1a* protects the mouse heart against MI. (**A**) qPCR expression analysis of *Sprr1a* in heart tissues from *Sprr1a^hypo/hypo^* mice (*n* = 6) relative to WT controls (*n* = 5). Data are shown as fold change of gene expression normalized to *Gapdh*. Unpaired 2-tailed *t* test. *P < 0.05 versus WT. (**B**) SPRR1A protein levels were measured in whole heart lysates from *Sprr1a^hypo/hypo^* mice compared with WT. Results are from 3 different biological samples. Unpaired 2-tailed *t* test. **P < 0.01 versus WT. (**C–F**) Transthoracic echocardiography was performed at 0 and 8 weeks after MI. Quantification of LV ejection fraction (**C**); fractional shortening (**D**); posterior wall thickness, diastole (LVPWd) (**E**); and posterior wall thickness, systole (LVPWs) (**F**). *n* = 17–18 per group. One-way ANOVA with Tukey multiple-comparison test. **P < 0.01 or ***P < 0.001 versus Sham; ^#^*P* < 0.05 versus MI WT. Data are presented as mean ± SEM.

**Figure 7:**
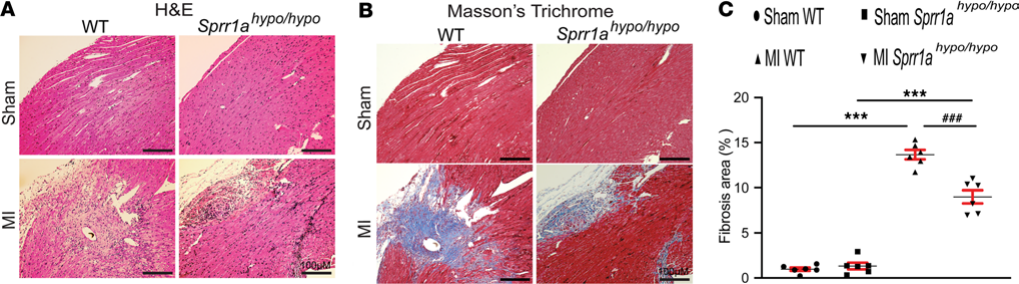
Downregulation of *Sprr1a* in mice reduces cardiac stress and fibrosis after MI. (**A**) Representative H&E staining of heart sections of periischemic border area at 8 weeks after MI shows a decrease in disorganized structure, as well as in loss of normal architecture and cellular integrity in *Sprr1a^hypo/hypo^* hearts compared with WT controls. Scale bars: 100 μm. (**B** and **C**) Representative Masson’s trichrome staining in heart sections of periischemic border area at 8 weeks after MI (**B**) and fibrosis quantification in LVs (**C**). Scale bars: 100 μm. One-way ANOVA with Tukey multiple-comparison test. ***P < 0.001 versus sham; ^###^*P* < 0.001 versus MI WT. Data are presented as mean ± SEM.

**Figure 8:**
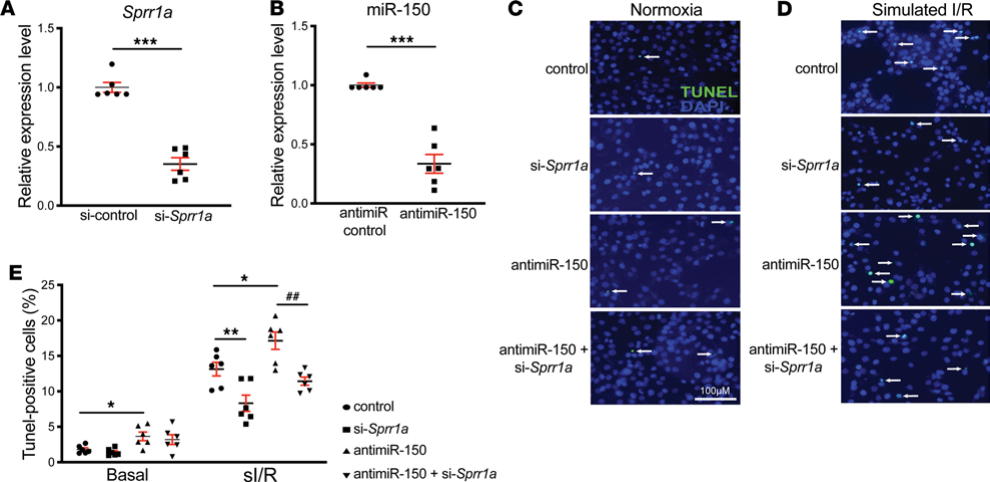
*Sprr1a* is necessary for miR-150–dependent regulation of cardiomyocyte apoptosis. (**A** and **B**) H9c2 cells were transfected with control scramble siRNA (si-control) or *Sprr1a* siRNA (si-*Sprr1a*) (**A**) and with antimiR control scramble or antimiR-150 (**B**). qPCR for *Sprr1a* (**A**) or miR-150 (**B**) were performed to check the knockdown efficiency. *n* = 6 per group. Unpaired 2-tailed *t* test. ***P < 0.001 versus si-control or anti-miR control. (**C–E**) RNA interference with *Sprr1a* protects CMs from the proapoptotic effects of anti–miR-150. CMs were subjected to in vitro simulation of I/R (sI/R). TUNEL assays were then performed in both normoxic (**C** and **E**) and sI/R conditions (**D** and **E**). The percentage of apoptotic nuclei (green) was calculated by normalizing total nuclei (blue). The quantification of data is from 6 independently obtained biological samples. One-way ANOVA with Tukey multiple-comparison test. *P < 0.05 or **P < 0.01 versus control: either si-control or antimiR control. ^##^*P* < 0.01 versus antimiR-150. Data are presented as mean ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

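RNA of left ventricles from 12 mice was measured on 12 Agilent arrays, 1 mouse per array, in 4 groups of 3: sham and MI in miR-150 fl/fl and in miR-150 cKO mice, 4 weeks after surgery. For each array the authors deposited spot intensity on a linear scale from Feature Extraction, background-subtracted and not normalized between arrays. The authors also deposited log2 values of the same arrays. The quartiles of these log2 values are equal on all 12 arrays, as quantile normalization makes them. The paper's text does not name the normalization.

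The files hold 62939 spots per array, of which 60930 were probes that are not controls. Of these, 60819 were analysed, 96 were not in the authors' table and 15 were negative controls. Flagged spots, 435 in all or 0.0593% of the spots used, were treated as missing, and 0 were saturated. Correlations between arrays were from 0.969 to 0.993. The number of arrays limits the precision, with 8 residual degrees of freedom, or 10.4 with limma's prior. In a principal component analysis the first 3 components held 25.0%, 19.4% and 14.8% of the variance.

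Intensities were taken to log2, the 75th percentile of each array was subtracted, and probes well above background on at least 3 of 12 arrays were kept, which left out 6587. limma 3.58.1 in R 4.3.3, with data.table 1.17.8, fitted 4 group means, and contrasts gave the 4 comparisons and the interaction of genotype and surgery. Limits were a fold of 1.5 and an unadjusted p of 0.05, and an adjusted p of 0.05 by the Benjamini-Hochberg method. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Counts are over all probes that are not controls, since coding transcripts could not be told apart from others except by lincRNA names.

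The files name no genes. Fold and p of the 963 entries of Supplemental Table 6 that could be read were matched to values computed from the authors' table, within a relative tolerance of 2e-05 for each, and each entry matched exactly 1 probe. The largest differences were 3.9e-06 for fold and 5e-06 for p. This named 892 probes with 863 symbols, and 15 more housekeeping probes were named by accession. With the p of the next entry in place of its own, 17 entries matched a probe, in all 17 cases that of the next entry, and with the p of an entry far along the list 0 matched. The tolerance for p was tightened and the second check was added after the first counts were seen. A gene therefore has a name here mostly because it passed the study's limits in some comparison. Sex genes, the microRNA and other planned genes without a named probe are not analysed here. The headers give build mm9, and no coordinates are used.

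Genes named in the text are those the paper measured in mouse hearts, 3 cardiac stress genes, and the 3 transcripts with the largest fold in each direction of each comparison among those past the limits with a name and no overlap between the groups. The fold that ranks them is the fitted one, which is not a measured size where the dimmer group is near background. The rule for naming genes, the comparisons, the main method, the gene lists for pathway terms and 10 alternatives besides leaving out each of the 12 arrays were set before the data were examined. The alternatives were quantile normalization, normexp background correction with an offset of 50, the authors' values, no filter on dim probes, a filter on all 12 arrays, a fit of the compared groups alone, the unpaired 2-tailed test, sex as a covariate, replicate number as a block and slide as a block. Added after seeing the data were slide and row as a block, the authors' values with the unpaired 2-tailed test and no filter, and the use of the median spot signal in normexp, because the files hold no mean. Slides were inferred from scan batches and array positions.

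A planned set test across genes and a planned test of transcripts with a miR-150 seed match were left out, the first because named genes are those that passed and the second because no transcript sequences were at hand. Marker lists of cell types were void for the same reason as the set test: 1 of 10 cardiomyocyte, 4 of 10 fibroblast, 3 of 11 leukocyte, 0 of 10 endothelial and 0 of 8 smooth muscle and pericyte genes had names. A list of 20 adipocyte genes, written after the values of Adipoq were seen, had 4 with names. The method was tested on simulated data made from the arrays, with 100 transcripts changed by 1.5 and 100 by 3 on the log2 scale. At the adjusted limit 73 and 93 of these were called, and past the fold and p limits 99 and 99. Of the unchanged transcripts, 9 were called at the adjusted limit and 801 were past the fold and p limits, so an unadjusted list holds many that chance gives.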

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

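The test of slide and row for Sprr1a, used for comparison in this part, was chosen after its result was seen, and the tests of lincRNA probes were not.

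Nppb had a difference between genotypes that differed between surgeries. It was higher by 2.33 in sham miR-150 cKO than in sham miR-150 fl/fl and by 0.63 in MI miR-150 cKO than in MI miR-150 fl/fl, on the log2 scale, and the interaction was -1.69 (SE 0.45, limma adjusted p = 0.223 over all transcripts and 0.0245 adjusted over the list alone). The list is that of genes the study names or that mark cardiac stress. Apart from Gapdh, its transcripts have names because they passed the study's limits on these arrays in some comparison. The p adjusted over the list alone is therefore not independent evidence. All 3 sham miR-150 cKO arrays were above all 3 sham miR-150 fl/fl arrays. The sham difference was past the limits in 24 of 24 alternatives, from 2.11 to 2.70. Slide is not a technical explanation for the sham part, since all 6 sham arrays were on slide 2, but the row of the slide is confounded with genotype there. With slide and row as a block the sham difference was 2.70, which rests on 1 sham miR-150 cKO array, as does the value of 2.74 for Sprr1a by the same test, so position and genotype cannot be told apart for Sprr1a. The loss of miR-150 is the biological difference the design names and was not tested apart from these. By the paper's methods, miR-150 cKO mice carried αMHC-Cre and the controls were Cre-negative, so Cre is not separated from the loss of miR-150.

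Ank1 transcript NM_001277281 differed in the opposite direction, with an interaction of 1.55 (SE 0.43, limma adjusted p = 0.226, and 0.0245 adjusted over the list alone). The adjustment over the list alone has the same limit as for Nppb. The Ank1 transcript was higher after MI and lower in sham, as follows. It was lower by a log2 difference of -0.36 in sham miR-150 cKO and higher by 1.19 in MI miR-150 cKO than in the miR-150 fl/fl mice of the same surgery. After MI the difference was past the limits in 24 of 24 alternatives, from 0.87 to 1.52. With slide as a block it was 1.13, a value that rests on the 1 MI miR-150 fl/fl array of slide 1. The probe was well above background on all 12 arrays and the difference was 0.87 with normexp, which argues against a dim signal. A difference in slide and in genotype stay open, and no test was run that separates them.

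LincRNA probes, which the paper does not report on, held 51 of 1462 past the limits in MI miR-150 cKO compared with MI miR-150 fl/fl, 30 higher and 21 lower, which is 3.49% against 4.80% of the other probes. In limma 0 of them had an adjusted p under 0.05. Dim probes near background do not account for the share, since it was 3.28% among lincRNA probes well above background on all 12 arrays, where that of other probes was 4.90%. When slide was a block, 44 lincRNA probes (3.01%) and 2.54% of the other probes were past the limits, so the order of the shares turned round. Simulated transcripts without any difference also passed these limits, so chance calls and a difference between slides remain open, and no biological explanation was tested.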

How the results depend on the processing

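Slide and row as a block, and the authors' values with the unpaired 2-tailed test and no filter, were chosen after the results were seen, and the tests of splits and of the other settings were not. Of 64 results for named genes, those that kept their direction and side of the limits were 62 after quantile normalization, 62 with the authors' values, 49 with normexp, 61 without a filter, 42 of 42 with a filter on all 12 arrays, 61 with only the compared groups, 46 with the unpaired 2-tailed test, 63 with sex as a covariate, 47 with slide as a block, 37 with slide and row as a block and 46 with both the authors' values and the unpaired test. The differences of Sprr1a for MI, between genotypes in sham and between genotypes after MI were past the limits in 24 of 24 alternatives, from 1.01 to 2.27, 1.61 to 2.74 and 1.30 to 1.94 on the log2 scale. Its difference between MI miR-150 cKO and sham miR-150 cKO was so in 16 of 24. Where no construction of an alternative shows it, the cause was not tested.

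The value that reversed was that of Ank1 NM_001110783 between genotypes after MI, 0.00 in the chosen method. It was -0.012 after quantile normalization, -0.0113 with the authors' values and with these and the unpaired test, and -0.12 with normexp. Leaving out arrays, it ran from -0.21 without MI cKO replicate 2 to 0.20 without MI cKO replicate 1, with -0.10 without MI fl/fl replicate 1 and -0.03 without MI fl/fl replicate 3.

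Counts below are those more than 1.5 times away from the chosen method, for sham cKO vs sham fl/fl, MI fl/fl vs sham fl/fl, MI cKO vs sham cKO and MI cKO vs MI fl/fl. After quantile normalization, adjusted calls were 1 for MI fl/fl vs sham fl/fl, 1938 for MI cKO vs sham cKO and 2 for MI cKO vs MI fl/fl, and 1 transcript and 1 gene were lower in both data sets. With normexp, sham cKO vs sham fl/fl had 134 higher and 207 lower transcripts, MI fl/fl vs sham fl/fl 172 and 56, and MI cKO vs sham cKO 920 and 411 with 3343 adjusted calls. MI cKO vs MI fl/fl had 355 lower and 2400 adjusted calls, 28 noncoding ones were past the limits, and 1 transcript and 1 gene were lower in both.

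With the authors' values, sham cKO vs sham fl/fl had 759 lower and 1 adjusted call, MI fl/fl vs sham fl/fl 1 adjusted call and MI cKO vs sham cKO 1915, and 1 transcript and 1 gene were lower in both. Without a filter on dim probes, sham cKO vs sham fl/fl had 810 higher and 1 adjusted call, MI fl/fl vs sham fl/fl 348 lower and 1 adjusted call, MI cKO vs sham cKO 2527 lower, the interaction of genotype by surgery 5 adjusted calls, and 1 transcript was lower in both. With a filter on all 12 arrays, which tests fewer probes, sham cKO vs sham fl/fl had 469 lower, MI fl/fl vs sham fl/fl 268 higher and 83 lower, MI cKO vs sham cKO 1398 higher and 2005 adjusted calls, MI cKO vs MI fl/fl 295 adjusted calls, and 1 transcript and 1 gene were lower in both.

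With only the groups compared in the fit, which leaves fewer arrays, MI cKO vs sham cKO had 0 adjusted calls and MI cKO vs MI fl/fl 5, and 1 transcript and 1 gene were lower in both. With the unpaired 2-tailed test, sham cKO vs sham fl/fl had 104 higher and 308 lower, MI fl/fl vs sham fl/fl 198 and 87, MI cKO vs sham cKO 1476 higher and 0 adjusted calls, MI cKO vs MI fl/fl 1218 higher and 0 adjusted calls and 29 noncoding ones. In both data sets 6 transcripts and 5 genes were higher and 1 of each lower. It gave 10118 and 9118 transcripts at an unadjusted p under 0.05 in these last comparisons. With sex as a covariate, MI cKO vs MI fl/fl had 304 adjusted calls.

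With replicate number as a block, MI cKO vs sham cKO and MI cKO vs MI fl/fl had 0 adjusted calls, and 1 transcript and 1 gene were lower in both. Deviations of arrays that share a number had correlations from -0.28 to 0.27 over 18 pairs, with a median of 0.04, so the numbers do not pair the mice and lost calls there do not show a weaker effect.

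With slide as a block, MI fl/fl vs sham fl/fl had 390 lower and 5 adjusted calls, MI cKO vs sham cKO 1420 higher and 22 adjusted calls, MI cKO vs MI fl/fl 625 higher and 80 adjusted calls, and the interaction 22. There, 9 transcripts and 3 genes were higher in both data sets and 18 and 2 lower. Of the transcripts past the limits in the chosen method, 1356 of 1493 were past them with this block in sham cKO vs sham fl/fl, 474 of 676 in MI fl/fl vs sham fl/fl, 1039 of 3446 in MI cKO vs sham cKO and 651 of 2585 in MI cKO vs MI fl/fl. By its construction the last comparison is then 3 arrays against 1. With slide and row as a block, sham cKO vs sham fl/fl had 610 higher, 167 lower and 5 adjusted calls, MI fl/fl vs sham fl/fl 3608, 1699 and 5, MI cKO vs sham cKO 1670 lower and 5 adjusted calls, MI cKO vs MI fl/fl 699 higher and 92 adjusted calls, and the interaction 11. In both data sets 62 transcripts and 6 genes were higher and 15 and 3 lower. With the authors' values, the unpaired test and no filter, sham cKO vs sham fl/fl had 397 lower and 1 adjusted call, MI fl/fl vs sham fl/fl 236 higher and 1 adjusted call, MI cKO vs sham cKO 1371 higher and 0 adjusted calls, MI cKO vs MI fl/fl 1174 higher and 0 adjusted calls and 31 noncoding ones, and in both data sets 6 transcripts and 6 genes were higher and 1 and 1 lower.

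The males were replicate 2 of both cKO groups and replicate 1 of both fl/fl groups, so leaving out any of these also unbalances sex. Leaving out each array in turn, sham cKO vs sham fl/fl had from 194 (without sham fl/fl replicate 1) to 861 (without sham fl/fl replicate 2) higher, 433 (without sham cKO replicate 2) to 3369 (without sham cKO replicate 1) lower and 0 to 302 adjusted calls. MI fl/fl vs sham fl/fl had 266 (without sham fl/fl replicate 1) to 1396 (without sham fl/fl replicate 2) higher, 166 to 389 (without MI fl/fl replicate 3) lower and 0 to 4 adjusted calls. MI cKO vs sham cKO had 1834 (without MI cKO replicate 2) to 4719 (without sham cKO replicate 1) higher, 666 to 1528 lower and 0 to 4037 adjusted calls without these same arrays. MI cKO vs MI fl/fl had 946 (without MI fl/fl replicate 2) to 2794 (without MI fl/fl replicate 3) higher, 423 (without MI cKO replicate 2) to 1177 (without MI fl/fl replicate 3) lower, 0 to 99 (without sham fl/fl replicate 1) adjusted calls and 35 to 67 noncoding ones. In both data sets, 6 (without MI cKO replicate 2) to 30 (without sham fl/fl replicate 2) transcripts and 6 to 18 genes were higher and 0 to 1 of each lower, and the interaction had 0 to 66 (without sham cKO replicate 1).

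Other splits of the arrays into 3 and 3 were counted for each comparison, of which there are 10, so chance cannot be excluded below a share of 0.1 in any of them. In sham cKO vs sham fl/fl 4 of 10 splits gave as many transcripts past the limits as the real 1493. The other splits that kept the sham cKO arrays of row 2 together gave 3192, 2087 and 1474, and the 6 that parted them gave 1534 in one case and from 428 to 646 in the others, so the count was mostly lower where these arrays were parted. With slide and row as a block the real split gave 610 higher and 167 lower. In MI fl/fl vs sham fl/fl 6 of 10 splits gave as many as the real 676. Splits that kept the MI fl/fl arrays of slide 2 together gave 696, 1403 and 472, and among those that parted them were 704, 1517 and 1562, so counts were as large either way. With slide as a block the real split gave 649 higher and 390 lower. In MI cKO vs sham cKO and in MI cKO vs MI fl/fl 1 of 10 did, the real split itself with 3446 and 2585. Planned set and seed tests were not run. Signal over background limits the transcripts named as well above it on only some arrays.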

Differences from the paper's values

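The tests in this part were planned except the authors' values with the unpaired 2-tailed test and no filter, and slide and row as a block, which were chosen after the results were seen. The paper's list of transcripts lower in MI cKO vs MI fl/fl has 265 entries, the paper's value, of which 175 were past the limits here. Of the 22 alternatives set before the data were examined, those that differ by no more than 1.5 times are quantile normalization with 253, the authors' values with 254, only the compared groups with 191, the unpaired test with 181, sex as a covariate with 179, replicate number as a block with 177, and leaving out MI cKO 3 (202), sham cKO 1 (180), sham cKO 2 (178), MI fl/fl 3 (184), sham fl/fl 1 (181) and sham fl/fl 2 (180). The others still differ, namely normexp with 83, no filter with 174, all 12 arrays with 158, slide as a block with 74, and leaving out MI cKO 1 (160), MI cKO 2 (114), sham cKO 3 (176), MI fl/fl 1 (162), MI fl/fl 2 (106) and sham fl/fl 3 (173). The authors' values with the unpaired test and no filter, chosen after seeing the values, reach all 265. That count was fixed in advance, because entries were matched to probes by the fold and p of this same setting. It is no check of the list.

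The paper counts genes and the counts here are of all transcripts tested, noncoding ones included, so the pairs that follow are not on one scale. In sham cKO vs sham fl/fl the paper's values are 80 higher and 54 lower, and those here 345 and 1148. In MI fl/fl vs sham fl/fl they are the paper's 104 and 35 against 478 and 198, in MI cKO vs sham cKO the paper's 335 and 397 against 2495 and 951, and in MI cKO vs MI fl/fl the paper's 427 and 265 against 1873 and 712. Of the 22 alternatives set before the data were examined, the unpaired test comes within 1.5 times for the sham higher count with 104, normexp for the lower counts in MI cKO vs sham cKO with 411 and in MI cKO vs MI fl/fl with 355, and slide as a block for the higher count in the latter with 625. All other alternatives differ for these counts, and all 22 differ for the sham lower count, for both counts in MI fl/fl vs sham fl/fl and for the higher count in MI cKO vs sham cKO.

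By symbol, 12 genes were higher in both data sets here, and the paper's value is 4, which it describes as chosen from such genes. Of the 22 alternatives set before the data were examined, the unpaired test with 5, slide as a block with 3 and leaving out MI cKO 2 with 6 are within 1.5 times, and the other 19 are not. Both settings chosen after seeing the values, slide and row as a block and the authors' values with the unpaired test and no filter, gave 6.

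The paper states that no gene was lower in both data sets, and 0 were here in the chosen method, while several alternatives gave 1 to 3. The paper states that Ank1 was upregulated in both. Neither of the Ank1 transcripts with a named probe was, since NM_001110783 was higher after MI in miR-150 fl/fl mice and had a log2 difference of 0.00 between genotypes after MI, and NM_001277281 fell by 0.81 in the first and rose by 1.19 in the second. Supplemental Table 6 also lists Ank1 through a different transcript in each comparison.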

Other observations

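Tests chosen after the result was seen in this part are those of slide for adjusted calls in MI cKO vs sham cKO, of Sprr1a with Nppa, of adipose tissue, and of slide and row for the sham lower transcripts and for Sprr1a, and of the overlap with lists of the real lengths, and the others were planned.

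Slide and genotype after MI are nearly one split, and a difference between slides may add to the transcripts past the limits in MI cKO vs MI fl/fl. The MI fl/fl array of slide 1, minus the mean of the other MI fl/fl arrays, had a correlation across probes of 0.136 with the difference of MI cKO and sham cKO, and the arrays of slide 2 had -0.11 and -0.02 in its place. The sign is that of a slide difference, but the value is small, 1 of 3 arrays must be the highest, probes are not independent replicates, and the biology of this 1 mouse cannot be separated from its slide. In MI cKO vs sham cKO the 1139 adjusted calls became 22 with slide as a block, and 1 transcript was in both. All MI cKO arrays are on slide 1 and all sham cKO arrays on slide 2, so the block leans on the MI fl/fl arrays, and slide and surgery cannot be told apart there. The effects of MI in miR-150 cKO mice stay among the open explanations.

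Uneven RNA degradation or labelling along transcripts was tested for MI cKO vs MI fl/fl and stays open. The log2 difference of 3′ and 5′ probes differed between the groups by -0.02 for Gapdh and 0.03 for Pgk1, with a mean of 0.00465, and within MI fl/fl alone that of Gapdh ran from 2.25 to 2.75. The criterion written beforehand for a cause was not met, but 2 genes that went opposite ways within their spread do not decide, and the test was read as undecided after the result was seen.

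An axis of sample quality or tissue make-up may order the arrays as the lists of MI cKO vs MI fl/fl in Supplemental Table 6 do. The widest range within a sham group was 0.328 of the gap of 1.57 between the MI groups on the mean of the lists. This does not decide, since the lists were chosen for the gap. Gene length was tested in the same lists, with medians of 28.8 kb for higher and 16.3 kb for lower entries. The largest correlation of a sham array's deviation with length was 0.135 in size, against 0.0538 for MI cKO minus MI fl/fl. The criterion written beforehand for length as a cause was met, but the test ran on genes chosen for the pattern, so it was read as undecided after the result was seen.

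Chance could give the overlap of 15 transcripts higher in both data sets. Independent lists of the same lengths would share 16.5, though these lists share arrays. Shuffled residuals gave as large an overlap in 0 of 100 shuffles, with a highest value of 14. The lists in these shuffles were shorter than the real ones, however. With lists of the real lengths, the transcripts of smallest p in each direction, the overlap had a median of 0 and was as large in 9 of 100 shuffles, so chance is not excluded. This second count was added after the first was seen. The test had been set to exclude chance at the first count and was read as undecided later.

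Sprr1a and Nppa may share a stress response within groups. Deviations of Sprr1a from its group means had a Pearson correlation of 0.665 with those of Nppa over 12 arrays (permutation p = 0.127) and a Spearman correlation of 0.685 (permutation p = 0.059), and r was 0.74 without the 2 arrays farthest from the median. The adjusted p over the 2 relations computed, this and that of the levels, was 0.127. On slide 2 the levels of the 8 arrays had r = 0.913, which includes differences between groups. The test does not decide. Sprr1a was also higher in sham miR-150 cKO than in sham miR-150 fl/fl, by 2.74 with slide and row as a block, which is 1 array in row 1, so position on the slide cannot be told apart from genotype. The sham lower count of 1148 became 167 with the same block, which rests on the same array, and cannot be told apart either.

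Adipose tissue in some samples could account for the lower Adipoq and major urinary protein transcripts in MI cKO vs MI fl/fl. Over the 6 sham arrays the mean of Cfd, Plin4 and Scd1 had a Pearson correlation of 0.764 with Adipoq (exact permutation p = 0.0806) and a Spearman correlation of 0.714 (exact permutation p = 0.136), and r was 0.149 without the 2 arrays farthest from the median. The criterion was not met, and as only 4 of 20 adipocyte genes had names the check is void. In MI cKO vs MI fl/fl these genes moved less than Adipoq, with log2 differences of -0.16 for Plin4, -0.20 for Scd1 and -0.88 for Cfd against -2.91. Over the sham arrays Plin4 alone had r = -0.54, Scd1 0.81 and Cfd 0.80, and all of them have names because they passed the study's limits in some comparison.

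Gapdh, the reference gene of the paper's PCR, was higher by 0.39 in MI cKO than in MI fl/fl on the log2 scale (limma adjusted p = 0.246, and 0.0436 adjusted over the list alone). The rest of that list was selected on these arrays, so the adjustment over the list alone is not independent evidence for Gapdh. Without MI fl/fl replicate 2 the difference was 0.21, and without each of the other MI arrays from 0.37 to 0.48, so it rests largely on 1 array. No explanation was tested.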
